# PGC-1β modulates catabolism and fiber atrophy in the fasting-response of specific skeletal muscle beds

**DOI:** 10.1016/j.molmet.2022.101643

**Published:** 2022-11-16

**Authors:** Svenia Schmid, Barbara Heim-Kupr, Joaquín Pérez-Schindler, Shivani Mansingh, Markus Beer, Nitish Mittal, Nikolaus Ehrenfeuchter, Christoph Handschin

**Keywords:** Skeletal muscle, Fasting, PGC-1β, Myostatin, Atrophy, Ubiquitin proteasome

## Abstract

**Objective:**

Skeletal muscle is a pivotal organ for the coordination of systemic metabolism, constituting one of the largest storage site for glucose, lipids and amino acids. Tight temporal orchestration of protein breakdown in times of fasting has to be balanced with preservation of muscle mass and function. However, the molecular mechanisms that control the fasting response in muscle are poorly understood.

**Methods:**

We now have identified a role for the peroxisome proliferator-activated receptor γ coactivator 1β (PGC-1β) in the regulation of catabolic pathways in this context in muscle-specific loss-of-function mouse models.

**Results:**

Muscle-specific knockouts for PGC-1β experience mitigated muscle atrophy in fasting, linked to reduced expression of myostatin, atrogenes, activation of AMP-dependent protein kinase (AMPK) and other energy deprivation signaling pathways. At least in part, the muscle fasting response is modulated by a negative effect of PGC-1β on the nuclear factor of activated T-cells 1 (NFATC1).

**Conclusions:**

Collectively, these data highlight the complex regulation of muscle metabolism and reveal a new role for muscle PGC-1β in the control of proteostasis in fasting.

## Highlights

• PGC-1β transcription in muscle is controlled by the feeding state.
• Muscle-specific PGC-1β knockout mitigates fasting-induced muscle atrophy.
• Muscle PGC-1β affects different signaling pathways linked to ubiquitination and proteostasis.
• PGC-1β controls the balance between retaining muscle mass and catabolic processes.
• These findings are important to understand contexts of muscle wasting as well as protection, e.g. in hibernation.

## Abbreviations

AMPK: AMP-dependent protein kinase
ATP5A: ATP synthase 5 alpha
BSA: bovine serum albumin
β-OHB: β-hydroxybutyrate
BW: body weight
CaMK: Ca2+/calmodulin-dependent protein kinases
cAMP: cyclic AMP
CEE: chicken embryo extract
COX: cytochrome oxidase
Cox4i1: cytochrome C oxidase subunit 4 isoform 1
Cox5B: cytochrome C oxidase subunit 5B
CPT-cAMP: 8-(4-chlorophenylthio)adenosine 3′,5′-cyclic monophosphate
Creb: cAMP response binding protein
CSA: cross sectional area
CytC: cytochrome C
DEG: differentially expressed gene
DMSO: dimethyl sulfoxide
EDL: *Extensor digitorum longus* muscle
FC: fold change
FDR: false discovery rate
FoxO: forkhead box O
GO: gene ontology
HAS: human skeletal actin
IBMX: 3-isobutyl-1-methylxanthine
ISMARA: integrated motif activity response analysis
MAFbx: muscle atrophy F-box
minFeret: minimal fiber feret
MKO: PGC-1β-specific muscle knockout
Mstn: myostatin
MuRF-1: muscle RING finger 1
NDUFB8: NADH dehydrogenase 1 beta subcomplex subunit 8
NEFA: non-esterified fatty acid
Nfatc1: nuclear factor of activated T-cells, cytoplasmic 1
PGC-1: peroxisome proliferator-activated receptor γ coactivator-1
PKA: cyclic AMP-dependent protein kinase
RER: respiratory exchange ratio
SDH: succinate dehydrogenase
SDHB: mitochondrial succinate dehydrogenase iron-sulfur subunit
SEM: standard error of the means
TA: *Tibialis anterior* muscle
TBP: TATA-binding protein
TGF: transforming growth factor
UQCRC2: mitochondrial cytochrome b-c1 complex subunit 2
WT: wild type control

## 1 Introduction

Adequate partitioning of energy substrates in fasting and feeding is a fundamental process that involves a highly orchestrated and complex crosstalk of various organs [[1], [2], [3]]. Interplay between the brain, the liver, white and brown adipose tissue, the pancreas and the gastrointestinal tract determine appetite, satiety, the uptake, provisioning and distribution of substrates, as well as the balance between anabolism and catabolism. Skeletal muscle is centrally involved in this process, and, importantly, is the only organ that can be controlled in a conscious and voluntary manner to modulate energy metabolism [4,5]. The initial fasting response is dominated by a drop in blood glucose and the ensuing switch of pancreatic secretion from insulin to glucagon, triggering glycogenolysis and gluconeogenesis in the liver, and disrupting lipid deposition in adipose tissue as well as insulin-mediated glucose uptake into fat and muscle [6,7]. These early metabolic changes contribute to a stabilization of blood glucose levels, and thereby ensure subsistence to cells that are unable to use fatty acids as energy substrates such as red blood cells and the brain. Prolonged fasting, and the corresponding depletion of liver glycogen, leads to a more complete shift to hepatic, and to a lesser extent renal gluconeogenesis, fueled by glycerol from adipose tissue lipolysis and a subset of amino acids from skeletal muscle [[1], [2], [3]]. In addition, increased lipolysis in fat, and the production of ketone bodies help to support the energetic demands of various tissues, e.g. liver, cardiac and skeletal muscle. The production of glucogenic amino acids by proteolytic activity in muscle leads to a reduction of mass and function of this tissue. Therefore, a fine-tuning of skeletal muscle proteostasis is a central process in modulating systemic metabolism, tightly balanced between maintenance of muscular function and provisioning of amino acids for gluconeogenesis and other critical bodily functions [8]. After prolonged fasting and in starvation, muscle protective effects are superseded by the rising need for energy substrates, and to reduce energetically costly muscle tissue.

Many signaling pathways and transcriptional regulators have been proposed to be involved in the muscle fasting response, including the AMP-dependent protein kinase (AMPK), myostatin/activin receptors, nuclear factor κB (NFκB) and corticosteroid signaling [9]. Moreover, ubiquitin-proteasome activity and autophagy are central processes that promote protein degradation and amino acid liberation as energy or gluconeogenic substrates [10,11]. It however is unclear how these and potentially other signaling pathways are coordinated and integrated, and how the reported massive transcriptional change in the muscle fasting response is brought about [9]. In many tissues, the peroxisome proliferator-activated receptor γ coactivator 1 (PGC-1) proteins control cellular metabolic adaptation to various internal and external cues. For example, PGC-1α promotes thermogenesis in brown adipose tissue, gluconeogenesis in the liver, and adaptation of cardiac and skeletal muscle to changes in contractile activity [12]. Accordingly, PGC-1α transcription and posttranslational modifications of PGC-1α protein are activated by cold exposure, fasting and endurance exercise in these tissues, respectively. Hepatic PGC-1β mRNA levels are induced by fasting [13] and liver-specific PGC-1β knockout mice show a blunted fasting-refeeding response [14]. In skeletal muscle, gain-of-function of PGC-1β promotes a switch towards type IIx muscle fibers [15] and promotes a high-endurance phenotype [16], while loss of function studies provided evidence for a role in mitochondrial biogenesis and oxidative metabolism as well as antioxidant defense [17,18]. A potential regulatory and functional specification between PGC-1α and -1β could also be implied by the absence of cross-regulation in most contexts. Transgenic modulation of PGC-1α in skeletal muscle, either gain- or loss-of-function, did not affect gene expression of PGC-1β [19,20]. Similarly, muscle-specific ablation of the PGC-1β gene (PPARGC1B) did not alter PGC-1α transcription [18]. In contrast, muscle overexpression of PGC-1β, even though potentially at super-physiological levels, strongly reduced the transcript levels of PGC-1α [15]. Thus, in summary, in contrast to the robust regulation of PGC-1α gene expression by contractile activity and the ensuing effect on the exercise program, the regulation and function of PGC-1β in muscle are much less clear. Since feeding/fasting paradigms were shown to involve PGC-1β in the liver [13], the aim of our study was to elucidate the role of PGC-1β in the regulation of fasting-induced muscle remodeling.

## 2 Material and methods

### 2.1 Animal housing and PGC-1β muscle-specific knockout mouse generation

Mice had free access to food and water and were housed in a conventional facility with a 12 h light/12 h dark cycle. Experiments were performed with the approval of the Swiss authorities on adult male mice (10 weeks or older). PGC-1β muscle-specific knockout (MKO) animals were generated by crossing PGC-1β^loxP/loxP^ animals (Jackson Laboratory B6.129X1-Ppargc1b^tm1.1Dpk^/J, strain number 012378) [21] with human skeletal actin (HSA)-Cre transgenic mice. PGC-1β^loxP/loxP^ animals without Cre expression were used as wild-type control (WT) mice. Genotyping was performed from tail biopsies by PCR using specific primer pairs to detect the presence of the loxP sites, which resulted in amplicons of ∼500 bp (WT allele, 318 bp). Specific primer pairs to detect Cre recombinase resulted in amplicons of 100 bp in MKO mice. To confirm the knockout, 3–4 weeks old male and female mice were used. Male mice were examined in all other studies due to the higher muscle mass. Mice were randomized to fed and fasted groups.

### 2.2 In vivo analysis

To determine PGC-1 gene expression after maximal endurance performance, mice were acclimatized to treadmill running (Columbus Instruments) as described in Supp. Table 1 of the Supplemental Experimental Procedures. Two days after acclimatization, the test started at 5 m/min for 5 min and 8 m/min for 5 min with a 5° incline and the speed was increased 2 m/min every 15 min until exhaustion. 4 h after the exercise test, mice were killed by CO_2_ and *Quadriceps* muscles removed.

All mice were fed a normal chow diet. For fasting experiments, mice were placed in new, clean cages, and food was withdrawn from the mice in the morning. 24 h later, mice were killed by CO_2_ and organs removed.

Body composition of the mice was determined by qNMR using an EchoMRI-100™ analyzer (EchoMRI Medical Systems).

For indirect calorimetry, mice were placed in a CLAMS system (Columbus Instruments) for four days (2 days acclimatization, 2 days measurement) to assess their VO_2_ consumption, drinking behavior, food intake, locomotion and respiratory exchange ratio (RER). For body temperature measurements, anipills (Phymep S.a.r.l.; REF: 01101, LOT: 15-03,1 (DL 01-2017)) were implanted into the intraperitoneal cavity two weeks before CLAMS measurements.

### 2.3 Blood analysis

Blood analysis was carried out in the morning of *ad-libitum* fed or 24 h fasted animals. Blood glucose and ketone bodies were measured from tail blood with a glucose meter (Accu-Chek, Roche) or a ketone body meter (Precision Xtra, Abbott Laboratories), respectively. Plasma was obtained from whole blood, which was collected in microvette tubes (Sarstedt) and centrifuged at 2000 g for 10 min. Non-esterified fatty acids (NEFA) were measured in plasma using a NEFA-Kit (HR Series NEFA-HR (2), Wako Diagnostics) according to the manufacturer's instructions.

### 2.4 Primary cell culture

For the establishment of primary cell cultures, single fibers of 3 weeks old male WT mice were isolated as described in the Supplemental Experimental Procedures. Primary myoblasts were differentiated at around 60–70% confluency using differentiation medium (DMEM Glutamax, 4% HS, 1% P/S, 1% CEE) for 3 days. The next day, cells were serum starved with low glucose medium (LG, D6046, Sigma) for 16 h before treatment of the different compounds for 6 h. Compounds used were forskolin (100 μM, F3917, Sigma), 8-(4-chlorophenylthio)adenosine 3′,5′-cyclic monophosphate (CPT-cAMP, 100 μM, C3912, Sigma), 3-isobutyl-1-methylxanthine (IBMX, 1 mM, I5879, Sigma). All compounds were diluted in dimethyl sulfoxid (DMSO, 1%, D2650, Sigma).

### 2.5 Skeletal muscle stainings

Freshly isolated *Gastrocnemius* muscles were placed in 8% tragacanth (G1128, Sigma) and frozen in liquid nitrogen-cooled isopentane before cutting 10 μm cryo-cross-sections.

Succinate dehydrogenase (SDH) staining: sections were exposed to 50 mM sodium succinate (S2378, Sigma) in 0.1 M phosphate buffer in the presence of 0.5 mg/ml nitroblue tetrazolium (N5514, Sigma) for 30 min at 37 °C. Then sections were washed with ddH_2_O, dehydrated with ethanol and mounted with histomount (008030, Thermo Scientific).

Cytochrome oxidase (COX) staining: slides were exposed to 0.5 mg/ml 3,3′-Diaminobenzidine tetrahydrochloride hydrate (DAB, Sigma D5637), 0.2 mg/ml cytochrome c (C2506, Sigma) and 0.125 mg/ml catalase (C40, Sigma) in PBS for 1 h at 37 °C. Then slides were washed with ddH_2_O, dehydrated with ethanol and mounted with histomount (008030, Thermo Scientific).

Fiber typing was carried out as described in the Supplemental Experimental Procedures. Whole sections were pictured using a slide scanner (Axio Scan.Z1, Zeiss). For minFeret measurements and fiber typing counting, square pictures from total sections were cropped out (mean of two pictures in the oxidative part of the muscle, one in the glycolytic part of the muscle). For minFeret determination, a Fiji script was used as described in the Supplemental Experimental Procedures.

### 2.6 mRNA sequencing and analysis

mRNA sequencing library preparation was carried out as described in the Supplemental Experimental Procedures. Fastq files (GEO GSE210904) were mapped to the mouse genome (mm10) and RNAseq and statistical analysis performed with the CLC Genomics Workbench Software (Qiagen).

Differentially expressed genes were pictured in a Venn diagram with the use of the eulerAPE drawing tool [22]. Gene ontology (GO) analysis was executed by the usage of GeneCodis [23]. Only GO terms with at least 5 mapped genes were considered to be enriched and GO list was sorted according to corrected hypergeometric p-value. The top ten of enriched GO terms (Tables 3–7 in the Supplemental Experimental Procedures) were furthermore sorted by enrichment (calculated by: (Support/List Size)/(Reference Support/Reference size)). Annotation clusters were derived from DAVID [24] and heatmaps created with Morpheus (https://software.broadinstitute.org/morpheus). Integrated motif activity response analysis (ISMARA) was used to predict enriched transcription factor binding motifs [25].

### 2.7 RNA isolation and real-time qPCR

Total RNA was isolated from powdered *Quadriceps* and *Gastrocnemius* muscles or two pieces of liver with FastPrep tubes (MP Biomedicals) and TRI reagent (T9424, Sigma) according to the manufacturer's instructions. Total RNA from primary myotubes was isolated using the RNeasy Micro Kit (74004, Qiagen) according to the manufacturer's instructions (without DNase treatment). RNA concentration was measured with a NanoDrop OneC spectrophotometer (Thermo Scientific). RNA was treated with DNase I (18068015, Thermo Scientific) and then reverse transcribed using hexanucleotide mix (11277081001, Sigma) and SuperScript II reverse transcriptase (18064022, Thermo Scientific). The level of relative mRNA was quantified by real-time PCR on a StepOnePlus system (Applied Biosystems) using Fast SYBR green PCR master mix (4385612, Thermo Scientific) or on a Light Cycler 480 II system (Roche) using Fast Start Essential DNA Green Master mix (06924204001, Roche), respectively. The analysis of the mRNA was performed by the comparative ΔΔCT method using TATA binding protein (TBP) or 18S as endogenous controls as indicated in the figure legends. Primer sequences are listed in Supp. Table 2 of the Supplemental Experimental Procedures.

### 2.8 Protein isolation and Western blotting

Powdered tissue samples were homogenized with a polytron device in 300 μl of ice-cold lysis buffer (50 mM Tris–HCl, pH 7.5, 1 mM EDTA, 0.5 mM EGTA, 1% NP-40 substitute, 150 mM NaCl, 0.2% Na-deoxycholate, 1 mM DTT, fresh protease and phosphatase inhibitor cocktail, 10 mM nicotinamide). Samples were then shaken at 1300 rpm for 30 min at 4 °C, subsequently centrifuged at 13000 g for 10 min at 4 °C, and the protein concentration of the supernatant was determined by the Bradford assay (5000006, Bio-Rad). Equal aliquots of protein were boiled for 5 min in Laemmli sample buffer (250 mM Tris–HCl, pH 6.8, 8% SDS, 40% glycerol, 0.01% bromophenol blue, and 20% β-mercaptoethanol). Samples were separated on SDS-polyacrylamide gels and then transferred to nitrocellulose membranes. Membranes were blocked for 1 h in 5% bovine serum albumin (BSA) in Tris-buffered saline and Tween 20 (TBST) before overnight incubation at 4 °C with the appropriate primary antibody diluted in TBST (1:1000 dilution). Primary antibodies used are listed in the Supplemental Experimental Procedures. Following incubation, membranes were washed with TBS-T before incubation with an appropriate peroxidase-conjugated secondary antibody diluted in TBS-T (1:10′000 dilution). Antibody binding was detected using the enhanced chemiluminescence horseradish peroxidase (HRP) substrate detection kit (32106, Pierce). Quantification of Western blots was performed with the ImageJ software.

### 2.9 Glycogen isolation

Around 10 mg of powdered *Gastrocnemius* muscle were homogenized on ice in 200 μl water using a polytron device. Then, samples were boiled for 5 min in order to inactivate enzymes. After centrifugation for 5 min at 13,000 rpm, supernatant was moved to new tube and glycogen content measured using a glycogen assay kit (ab65620, Abcam) according to the manufacturer's instructions.

### 2.10 Generation of adenoviral vector

Adenovirus vectors were generated with the Adeno-X Adenoviral System 3 following manufacturer's instructions (Takara, #632267). Briefly, mouse PGC-1β was PCR-amplified from the plasmid (Addgene, #1031) plasmid. N-terminal HA and FLAG tags were introduced during PCR amplification, with the amplicon subcloned into the pAdenoX-ZsGreen1 vector to generate the HA-Flag-PGC-1 β adenovirus. Plasmid was corroborated via Sanger sequencing. Adenovirus was produced and amplified in Adeno-X™ 293 cells (Takara, # 632271), while titter was determined by fluorescence-activated cell sorting.

### 2.11 Adenovirus transduction

Cells were transduced with the HA-Flag-PGC-1β adenovirus at multiplicity of infection (MOI) 2. Adenovirus was prepared in the corresponding medium and cells were transduced for 4 h. Next, cells were washed once with phosphate buffered saline (PBS) and, then, incubated in adenovirus-free medium for a total of 48 h.

### 2.12 Forskolin stimulation

Forty-eight hours post-transduction with HA-Flag-PGC-1β adenovirus, cells were serum starved for 1 h and next incubated with DMSO alone (control) or 10 μM Forskolin (Sigma, #F3917) in DMSO for 6 h. Subsequently, cells were collected for immunoblot analysis as described, using the following antibodies: PGC-1β (Proteintech, #22378-I-AP), eEF2 (Cell Signaling Technology, #2332S), p-CREB^S133^ (Cell Signaling Technology, #9198S) and CREB (Cell Signaling Technology, #9197S).

### 2.13 Reporter gene assays

Reporter gene assays were performed in 96 well plates using 3× 104 HEK293 cells per well grown in growth medium without antibiotics. Cells were transfected using Opti-MEM™ (Thermo Fisher Scientific, #31985070) and polyethylenimine (Polysciences, # 23966). Plasmids and polyethylenimine were diluted in Opti-MEM™, following which they were mixed in a 1:3 ratio of μg DNA:μg polyethylenimine and incubated for 20 min at room temperature before adding to the cells. Cells were transfected 24 h after seeding with 5 ng pRL-SV40 (Promega, #E2231), 15 ng pNFAT-luc (Addgene, #17870), 10 ng pcDNA-NFAT, 40 ng pcDNA-f:PGC1b (Addgene, #1031). The total amount of plasmid DNA was kept constant at 110 ng per well by using the control plasmid pAdenoX-LacZ. Forty-eight hours after transfection, firefly and Renilla luciferase activities were measured with Dual-Glo® Luciferase Assay System (Promega, #E2920) following manufacturer's instructions. Renilla luciferase activity was used for normalization.

### 2.14 Statistical analysis

Values are expressed as means ± standard deviation (SD). Statistical significance was determined with unpaired two-tailed t-tests using Excel software and p < 0.05 was considered as significant. Significant differences between fed WT and fed MKO mice and fasted WT and fasted MKO mice, respectively, are indicated by an asterisk (∗). Significant differences between fed and fasted WT and fed and fasted MKO mice, respectively, are indicated by a hashtag (#).

## 3 Results

### 3.1 PGC-1β expression is downregulated in skeletal muscle by fasting

The regulation of PGC-1β in skeletal muscle is still largely unexplored, and might differ from that of PGC-1α. As a first step, we therefore interrogated the gene expression of PGC-1α and PGC-1β in exercise and fasting. In contrast to PGC-1α, PGC-1β transcript levels were unaffected by an acute bout of endurance exercise (Figure 1A), similar to previous observations [26,27]. Second, as published [28], both PGC-1α and PGC-1β transcripts were elevated by fasting in the liver (Figure 1B). Intriguingly, fasting resulted in a repression of PGC-1β in skeletal muscle, while PGC-1α transcription was unchanged (Figure 1C). Thus, these two factors differ in terms of regulation in skeletal muscle. PGC-1β furthermore exhibits diametrically opposite reactions to fasting in liver and muscle, indicative of a broader functional role for this coactivator in the fasting-feeding paradigm. To further explore this hypothesis, we generated PGC-1β MKOs by crossing HSA-Cre transgenic mice with floxed PGC-1β mice [21], leading to a deletion of exons 4-6 of the PGC-1β gene specifically in skeletal muscle while other tissues were unaffected (Figure 1D). Similar to other PGC-1β MKO models [18], no compensatory change in PGC-1α, but a broad effect on various mitochondrial target genes like cytochrome C (CytC), cytochrome C oxidase subunit 4 isoform 1 (Cox4i1) and cytochrome C oxidase subunit 5B (Cox5B) was observed under basal conditions (Figure 1E). PGC-1β ablation resulted in a reduction in the protein levels of only the mitochondrial NADH dehydrogenase 1 beta subcomplex subunit 8 (NDUFB8), part of complex I of the respiratory chain, while proteins belonging to other mitochondrial complexes, including ATP synthase 5 alpha (ATP5A), mitochondrial cytochrome b-c1 complex subunit 2 (UQCRC2) and mitochondrial succinate dehydrogenase iron-sulfur subunit (SDHB) were not altered by the ablation of Pppargc1b/PGC-1β (Figure 1F,G). Nevertheless, MKO mice showed a reduction in the enzymatic activities of the two mitochondrial enzyme complexes succinate dehydrogenase (SDH), entirely nuclear encoded, and cytochrome oxidase (COX), which consists of nuclear and mitochondrial encoded proteins (Figure 1H,I). A similar reduction in oxidative phosphorylation (OXPHOS) has been reported in other studies of skeletal muscle-specific loss-of-function of PGC-1β [17,18]. Taken together, our data validate this mouse model and revealed a hitherto undescribed regulation of PGC-1β in fasting in skeletal muscle.

**Figure 1:**
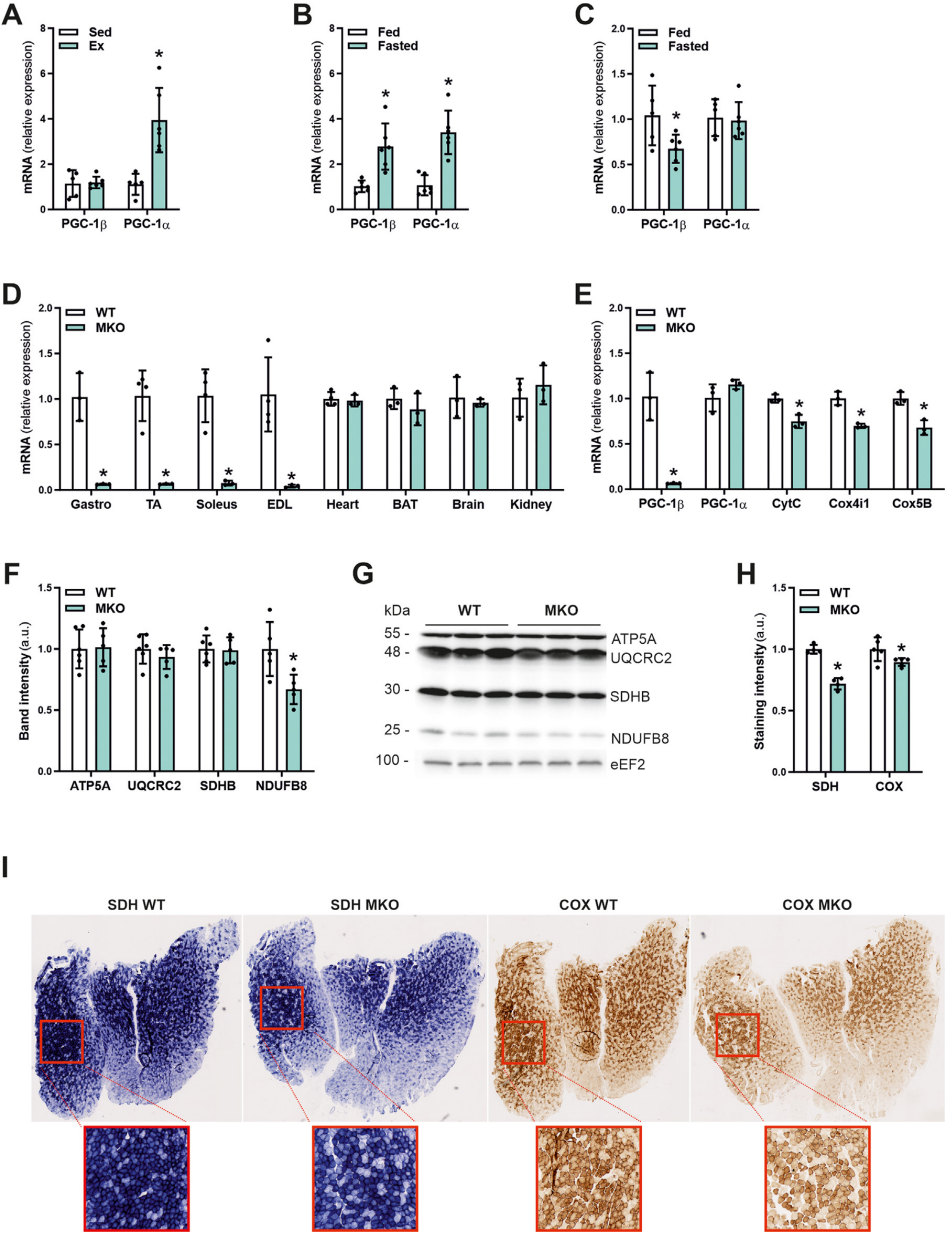
**PGC-1β expression is downregulated in skeletal muscle upon fasting.** (A) Gene expression of PGC-1β and PGC-1α relative to TATA-box binding protein (TBP) in *Quadriceps* muscle of sedentary or exercised mice. (B and C) Gene expression of PGC-1β and PGC-1α relative to 18S in liver (B) and *Gastrocnemius* muscle (C) of *ad-libitum* fed or 24 h fasted mice. (D) Gene expression of PGC-1β relative to TATA-box binding protein (TBP) in different muscles and other tissues of control (WT) and PGC-1β muscle-specific knockout (MKO) mice. (E) Gene expression of PGC-1β, mitochondrial target genes and PGC-1α relative to TATA-box binding protein (TBP) in *Gastrocnemius* muscle of WT and MKO mice. (F and G) Protein levels of different mitochondrial chain complexes (F) in *Gastrocnemius* muscle of WT and MKO mice and representative immunoblots (G). As a loading control eukaryotic elongation factor 2 (eEF2) was used. (H and I) Quantification of (H) and representative succinate dehydrogenase (SDH) and cytochrome oxidase (COX) stainings of *Gastrocnemius* muscle cryo-sections (I) of WT and MKO mice. ∗ indicates significant differences between sedentary and exercised mice, fed and fasted mice and WT and MKO mice; n = 3–6.

### 3.2 PGC-1β MKO animals mitigate body weight loss after 24 h of fasting

To assess the consequences of the regulation of muscle PGC-1β in fasting, WT and MKO mice were food-deprived for 24 h. First, plasma glucose levels dropped after a 24 h fasting period, regardless of presence or absence of a functional PGC-1β in muscle (Figure 2A). Inversely, non-esterified fatty acids (NEFAs) (Figure 2B) and the ketone body β-hydroxybutyrate (β-OHB) (Figure 2C) plasma levels were significantly elevated after 24 h of fasting in WT and PGC-1β MKO animals. Similarly, assessment of the oxygen consumption rate (VO_2_) (Figure 2D), respiratory exchange ratio (RER) (Figure 2E), body temperature (Figure 2F), food consumption (Figure 2G) and drinking behavior (Figure 2H) under basal conditions revealed a significant effect of fasting on all of these parameters during nighttime, however again independent of the genotype. In addition, activity levels were similar between fed and fasted and WT and MKO animals (Figure 2I–K). In contrast, while body composition as measured by qNMR of *ad-libitum* fed mice was indistinguishable between the genotypes (Figure 2L), the MKO of PGC-1β mitigated the fasting-induced loss in body mass in comparison to their WT fasted counterparts (Figure 2M). Collectively, these results indicate that the systemic fasting response is not affected by muscle PGC-1β in a major way, albeit with a small, but significant effect on fasting-induced loss in body weight.

**Figure 2:**
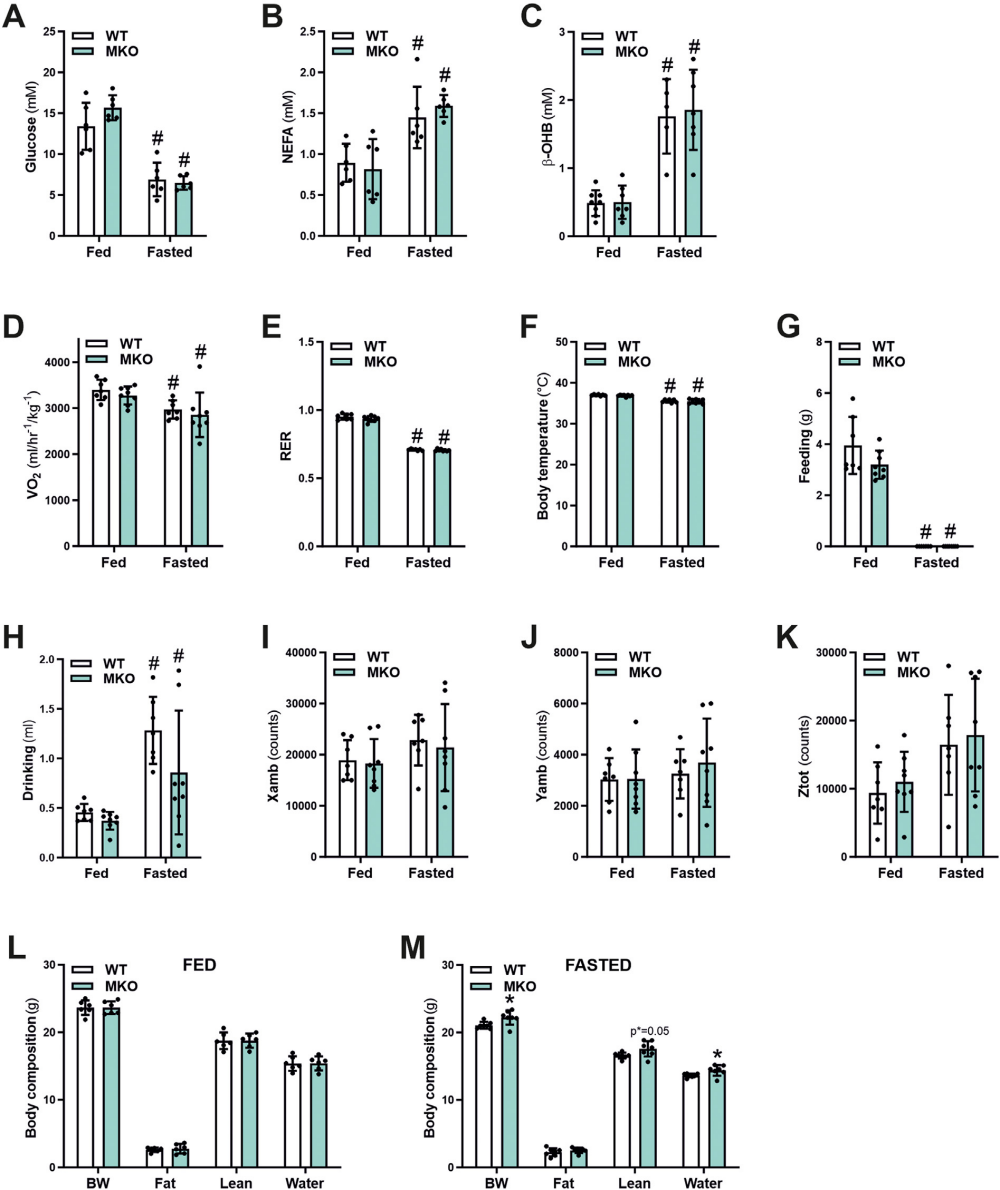
**MKO animals preserve body weight and lean mass after a 24h fasting period**. (A–C) Plasma glucose (A), non-esterified fatty acids (NEFA) (B) and β-hydroxybutyrate (β-OHB) (C) levels of *ad-libitum* fed or 24 h fasted mice. (D–K) Average oxygen consumption rate (VO_2_) normalized to body mass (D), respiratory exchange ratio (RER) (E), body temperature (F), food intake (G), drinking behavior (H), X- (I) and Y- (J) ambulatory activity and rearing activity (K) measured during nighttime by indirect calorimetry over a 48 h period in *ad-libitum* fed or 24 h fasted mice. L-M) Body composition measured by qNMR of *ad-libitum* fed or 24 h fasted mice with an initially identical body weight. ∗ indicates significant differences between WT and MKO mice; # indicates significant differences between fed and fasted conditions; n = 5–8.

### 3.3 Muscle PGC-1β is necessary for fasting-induced fiber atrophy

To assess the consequence of PGC-1β ablation on the fasting response in muscle, we measured individual muscle weights (absolute and relative) and fiber cross-sectional areas. *Gastrocnemius* (Figure 3A) and *Soleus* (Figure 3B), but not the *Tibialis anterior* (TA) (Figure 3C) muscles of fasted MKO animals were significantly heavier compared to fasted WT mice. To evaluate if the preserved muscle mass in fasted MKO animals is associated with the cross-sectional area (CSA) of single fibers, we analyzed the minimal fiber ferets (minFeret) in *Gastrocnemius* muscle cross-sections in two different areas, the center with a high proportion of oxidative, and the periphery with mostly glycolytic fibers. First, the CSA of oxidative fibers was not different between genotypes in fed (Figure 3D) and fasted (Figure 3E) conditions. Glycolytic fiber sizes were likewise indistinguishable between fed WT and MKO mice (Figure 3F). In contrast, bigger glycolytic fibers were found in fasted MKO compared to their WT counterparts (Figure 3G,H). Moreover, the fasting-induced reduction in glycolytic fibers in the WT animals was not observed in MKO mice (Supp. Figure S1A–F). For all the four groups, fiber type distribution was indistinguishable and thus cannot explain for the differences in CSA (Supp. Figure 1E). Together, these results demonstrate that at least in some muscles, and predominantly glycolytic fibers in which PGC-1β expression has been reported to be higher [15], fasting-induced loss in mass and fiber size depends on functional muscle PGC-1β.

**Figure 3:**
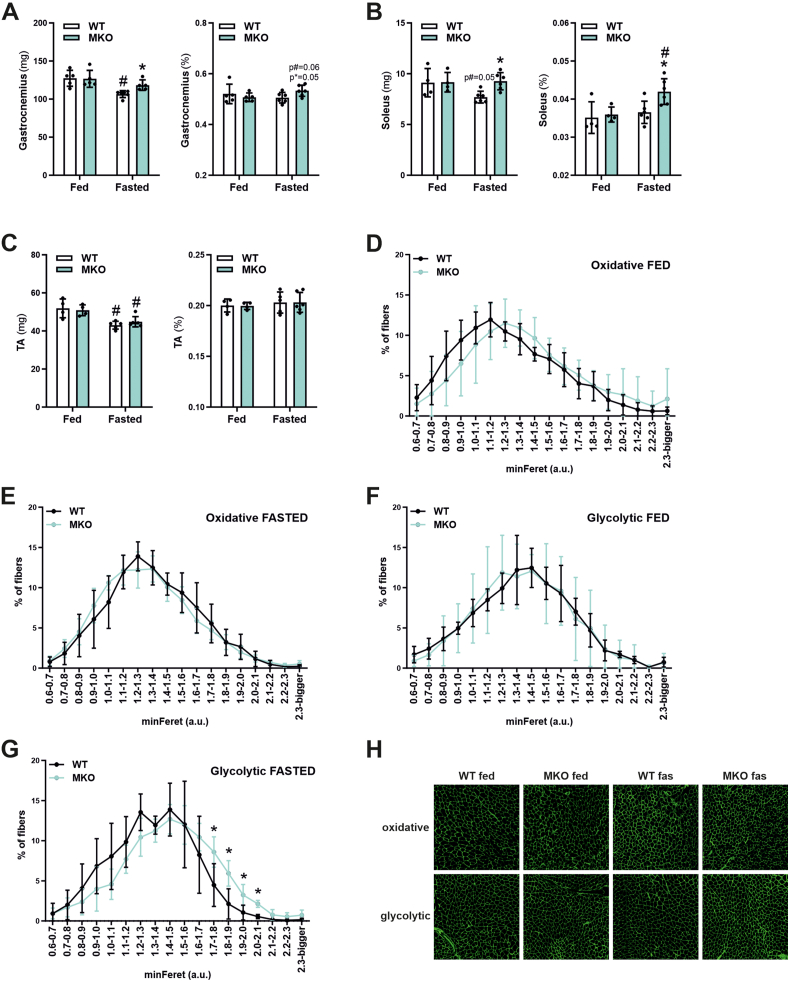
**PGC-1β is necessary for the fasting-induced fiber atrophy**. (A–C) *Gastrocnemius* (A), *Soleus* (B) and *Tibialis anterior* (TA) (C) absolute and relative muscle weights of *ad-libitum* fed or 24 h fasted mice. D-G) Minimal fiber ferrets (minFerret) of oxidative (D and E) and glycolytic (F and G) *Gastrocnemius* muscle cross-sections of *ad-libitum* fed (D and F) or 24 h fasted (E and G) mice. (H) Representative images of *Gastrocnemius* muscle cross-sections of *ad-libitum* fed or 24 h fasted WT and MKO mice. ∗ indicates significant differences between WT and MKO mice; # indicates significant differences between fed and fasted conditions; n = 4–6.

### 3.4 Transcriptional changes induced by PGC-1β MKO are linked to muscle proteostasis

On a first glance, it seems curious that the main phenotypic differences between WT and MKOs emerge in the fasted muscle, in which endogenous PGC-1β gene expression is reduced, and not in fed animals in which PGC-1β transcript levels are higher (Figure 1C). 

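Transcripts of the mitochondrial genome, which encodes core subunits of the respiratory chain, made up most of the RNA measured in these muscles, and their share was smaller in MKO than in WT muscle in both feeding states. Ppargc1b, the gene of PGC-1β, stayed transcribed in MKO muscle, and its transcript level fell with fasting there. A decrease with fasting in WT muscle passed the test narrowly.
Poly(A) RNA of 4 fed WT, 5 fed MKO, 4 fasted WT and 5 fasted MKO muscles, each a biological replicate with its own library, was sequenced as single reads, and fasting lasted 24 h. The paper names the muscle as Gastrocnemius and the sample labels name it as quadriceps, and the samples were grouped by genotype and feeding state, which both give. The authors mapped the reads to GRCm38 and deposited TPM of 46983 genes, made with the CLC Genomics Workbench, beside their own log2 fold changes and FDR p-values. Read depth is unknown from TPM, so no counting error is given. The number of genes at 0.5 TPM or more ranged from 10729 to 11958 over the libraries. Differences were tested two-sided with limma (eBayes with trend) on log2(TPM + 0.1) of 12111 genes with at least 0.5 TPM in at least 4 of the 18 libraries, in 1 fit of the 4 group means. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The tests of genes and gene lists, the lists, the rule for naming genes and the main alternatives were fixed before the data were examined, and the tests of the mitochondrial share were chosen after its values were seen.
Mitochondrial transcripts took 74.5% ± 0.32 (SD, n = 4) of the TPM in fed WT, 68.6% ± 1.11 (SD, n = 5) in fed MKO, 74.7% ± 4.55 (SD, n = 4) in fasted WT and 65.8% ± 2.64 (SD, n = 5) in fasted MKO muscle. Every MKO library lay below every WT library in each feeding state (two-sided exact permutation test, p = 0.00794, the smallest that 4 against 5 libraries allow, and 0.0159 adjusted over 4 comparisons). The share did not differ detectably between fasted and fed WT muscle (exact permutation p = 1). This result rests on WT fasted replicate 4 (81.28%). The other 3 fasted WT libraries (mean 72.52%, from 70.76% to 73.49%) lay below every fed WT library (lowest 74.27%). In MKO muscle the share was lower by 2.85 points in the fasted than in the fed state without passing the correction (difference of −2.85, exact permutation p = 0.0397, adjusted 0.0529). Without the short gene mt-Atp8 this difference was −3.15 points and passed it (exact permutation p = 0.0238, adjusted 0.0317). TPM of a library add up to a fixed total, and the median gene lay 0.25 (fed) and 0.31 (fasted) higher on the log2 scale in MKO than in WT muscle. Changes are therefore also given relative to the median gene, and as limma calls after each library was scaled to the same median.
Ppargc1b (ENSMUSG00000033871, chromosome 18, 61298136 to 61400431, GRCm38) had 1.71 ± 0.27 TPM (SD, n = 4) in fed WT, 2.13 ± 0.27 (SD, n = 5) in fed MKO, 1.12 ± 0.31 (SD, n = 4) in fasted WT and 0.84 ± 0.27 (SD, n = 5) in fasted MKO muscle. Fasting changed it by −1.29 on the log2 scale in MKO (adjusted p = 7.79e-05 from limma, lower in 5 of 5 libraries) and by −0.60 in WT muscle (adjusted p = 0.045 from limma, lower in 4 of 4). The WT call was lost without any 1 of WT fed replicates 1, 2 and 4, MKO fed replicates 1, 3, 4 and 5, WT fasted replicates 1, 2 and 3, and MKO fasted replicates 4 and 5 (limma adjusted p from 0.0514 to 0.16), and after scaling to the same median (0.0685; range over all settings 0.00836 to 0.16). In the authors' deposited table the log2 fold changes with fasting are −0.85 in WT (FDR p-value of 0.00194) and −1.35 in MKO muscle (1.13e-10). By qPCR the paper found PGC-1β transcripts lower in fasted than in fed muscle (Fig. 1C). The decrease was not shown to differ between the genotypes (interaction −0.69, adjusted p = 0.509, limma). MKO did not differ from WT by this test in the fed (0.31, adjusted p = 0.273, limma) or the fasted state (−0.39, adjusted p = 0.147, limma, and without WT fasted replicate 3 it was −0.56 at 0.0474). The deleted exons 4 to 6 make up 1432 of the 3330 bases (43%) of the transcript Ppargc1b-201, and gene-level TPM also count reads of the remaining exons, so these values do not measure the intact transcript.

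**Figure D1:**
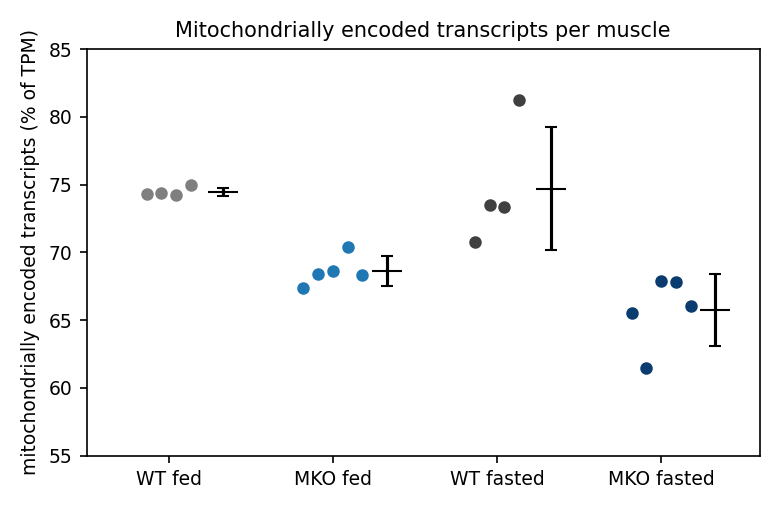
Percent of the TPM of each library that mitochondrial transcripts take, by genotype and feeding state. Dots are libraries and the bar beside them is the mean with its SD, and WT fasted replicate 4 is the highest at 81.3%.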

To interrogate the mechanisms that could explain for this apparent discrepancy, transcriptomic analysis of fed and fasted WT and MKO *Gastrocnemius* muscles was performed. In line with the phenotypic observations of atrophy protection in fasting and minimal differences in the fed state, more genes were differentially expressed between fasted WT and MKO muscles (417 genes) compared with the corresponding fed muscles (207 genes), with only a small overlap of 77 genes between the two conditions (Figure 4A). 

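Loss of PGC-1β was accompanied by changed transcript levels in both feeding states, and more genes passed the test in fasted than in fed muscle. Among named genes with a mean of at least 5 TPM and groups that do not overlap, those with the largest changes included genes of creatine synthesis, iron export, a cardiac actin and inhibitors of stress and growth signaling.
In fed muscle, 612 genes differed between MKO and WT, of which 590 were higher and 22 lower in MKO. In fasted muscle, 4777 genes differed, 4713 higher and 64 lower. After scaling to the same median, which by construction evens out higher and lower values, 133 genes differed in fed muscle (35 higher, 98 lower) and 628 in fasted muscle (320 higher, 308 lower). Of the genes called as deposited, 56 (fed) and 382 (fasted) were called after this scaling as well. The order of the feeding states was reversed when each comparison was fitted with its own libraries alone (4190 genes fed, 1965 fasted) and without WT fasted replicate 4 (4046 fed, 2946 fasted). The fed count was 47, 73 and 99 without WT fed replicates 2, 3 and 4, it was 257, 172, 220, 134 and 62 without MKO fed replicates 1 to 5, it was 1202 without WT fasted replicate 1, and it was 279 without MKO fasted replicate 5.
Both comparisons shared 411 genes, of which 404 were higher and 6 lower in MKO in both feeding states, where independent lists would share 230 (higher) and 0.12 (lower). After scaling to the same median the overlap was 65 genes (26 higher, 38 lower and 1 opposite), against 0.92 and 2.49. The overlap as deposited was 42, 60 and 75 without WT fed replicates 2, 3 and 4, it was 171, 122, 160, 107 and 53 without MKO fed replicates 1 to 5, it was 886 and 1391 without WT fasted replicates 1 and 4, and it was 182 without MKO fasted replicate 5.
Gamt, the enzyme of the last step of creatine synthesis (ENSMUSG00000020150, chromosome 10, 80258151 to 80261012), had 5.91 ± 0.14 TPM (SD, n = 4) in fed WT and 12.4 ± 2.56 (SD, n = 5) in fed MKO, and 2.25 ± 0.70 (SD, n = 4) in fasted WT and 7.30 ± 1.21 (SD, n = 5) in fasted MKO muscle. The log2 changes in MKO were 1.03 (adjusted p = 0.00722, limma) and 1.69 (adjusted p = 2.07e-05, limma). Slc40a1, the iron exporter ferroportin (ENSMUSG00000025993, chromosome 1, 45908068 to 45926523), fell from 9.36 ± 0.78 (SD, n = 4) to 5.94 ± 0.85 TPM (SD, n = 5) in fed muscle (log2 change −0.65, adjusted p = 0.0122, limma) and from 20.9 ± 4.22 to 13.6 ± 0.83 TPM in fasted muscle (−0.59, adjusted p = 0.00214, limma). Actc1, the cardiac α-actin of developing and regenerating muscle (ENSMUSG00000068614, chromosome 2, 114047282 to 114053548), rose from 297 ± 54.9 (SD, n = 4) to 1145 ± 330 TPM (SD, n = 5) in fed and from 285 ± 227 to 960 ± 160 TPM in fasted muscle. In fasted muscle Dusp10, a phosphatase of stress-activated kinases (ENSMUSG00000039384, chromosome 1, 184013302 to 184075636), was lower in MKO (14.2 ± 3.50 TPM, SD, n = 4, against 5.78 ± 2.19, SD, n = 5; log2 change −1.34, adjusted p = 0.00104, limma). Ddit4, an inhibitor of mTORC1 induced by glucocorticoids (ENSMUSG00000020108, chromosome 10, 59949669 to 59951834), was higher (85.3 ± 62.9 TPM, SD, n = 4, against 239 ± 56.7, SD, n = 5; log2 change 1.77, adjusted p = 0.00287, limma). In fed muscle Dusp10 changed by −0.50 (adjusted p = 0.145, limma; −0.80 with an FDR p-value of 5.72e-05 in the authors' deposited table) and Ddit4 by 0.65 (adjusted p = 0.211, limma). For neither gene was the genotype effect shown to depend on feeding (interaction −0.84, adjusted p = 0.478, and 1.12, adjusted p = 0.561, limma). In each of the comparisons called all 5 MKO libraries lay beyond every WT library of the same feeding state, which the rule that chose these genes required. Every call held after scaling to the same median. That of Ddit4 was lost with this scaling and no WT fasted replicate 4, a setting chosen after the data were seen (1.10, adjusted p = 0.0559, limma, range over all settings 0.000324 to 0.0559).

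**Figure D2:**
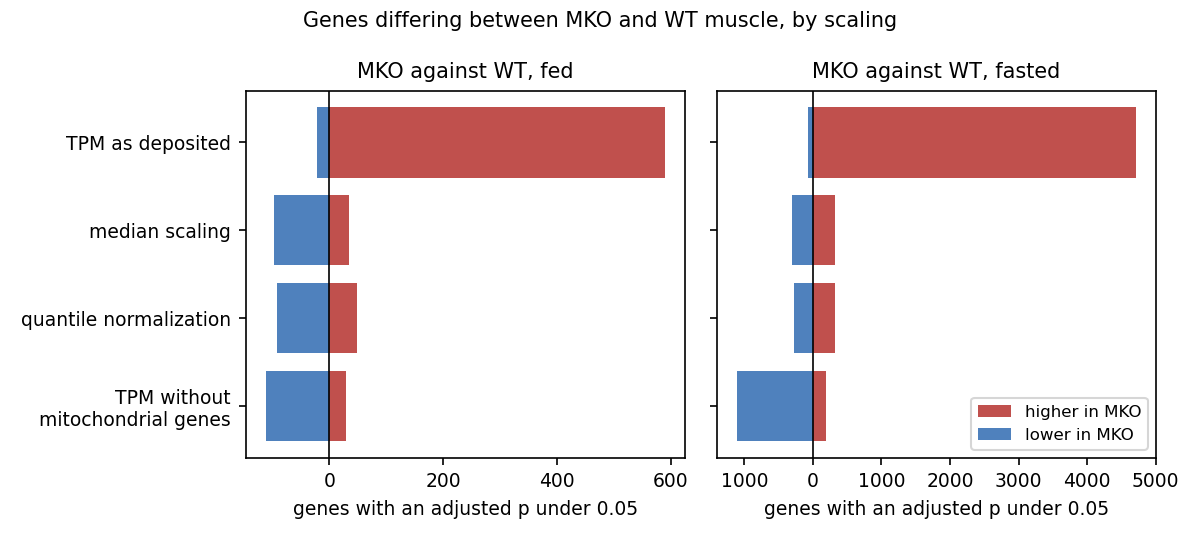
Number of genes higher and lower in MKO than in WT muscle at an adjusted p under 0.05, for TPM as deposited and under other scalings, in fed and fasted muscle. Genes higher in MKO outnumber the others as deposited and do not after scaling to the same median in fed muscle, where 35 are higher and 98 lower.

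The paper states that more genes differing in fasted than in fed muscle, with a small overlap (Fig. 4A), go with the protection from atrophy in fasting and the minimal differences in the fed state.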

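Nuclear genes of the respiratory chain and transcripts of the mitochondrial genome lay below the median gene in MKO muscle in both feeding states. Taken gene by gene, few of the nuclear subunits passed the test as deposited.
Relative to the median gene, the median log2 change in MKO of 36 nuclear genes of complex I, the NADH dehydrogenase, was −0.31 in fed and −0.30 in fasted muscle. It was −0.36 and −0.39 for 42 nuclear genes of complexes II to V, −0.37 and −0.51 for the 13 protein-coding genes of the mitochondrial genome, and −0.17 and −0.34 for 18 enzymes of the TCA cycle. Without WT fasted replicate 4 the fasted values were −0.20 for complex I, −0.26 for complexes II to V, −0.38 for the mitochondrial genome and −0.26 for the TCA cycle. That library lay above the mean of the other fasted WT libraries in 36 of 36 genes of complex I, 42 of 42 of complexes II to V and 13 of 13 of the mitochondrial genome after scaling to the same median, and its slow fiber genes lay 2.24 higher. Slow fiber genes, of a fiber type rich in mitochondria, lay at −0.13 in fasted MKO against WT muscle (10 of 12 below the median gene, adjusted p = 0.00212, camera, and 0.836 with the estimated correlation), with 0 of 12 called by limma (0 adjusted over the list alone, 0 at an unadjusted p under 0.05). In WT fasted replicate 4 all 12 lay above the mean of the other fasted WT libraries, by 1.33 to 2.98 after scaling. The slow fiber value therefore cannot be told apart from the effect of that library and does not show fewer slow fiber transcripts in MKO muscle. After quantile normalization, which gives all libraries the same distribution, the mitochondrial genome's genes lay at −0.0026 and −0.01 and no longer passed the set test (adjusted p = 0.944 and 0.504, camera). That scaling gives each rank the same value in all libraries. Genes that take most of the TPM are thus held near no change by the method, and their values under it cannot decide whether they fell.
The set test camera of limma with its preset correlation of 0.01 placed all 4 lists below other genes in fed muscle (adjusted p = 1.62e-22, 4.19e-29, 5.6e-19 and 0.0192, in the same order) and in fasted muscle (2.06e-09, 2.24e-21, 2.65e-22 and 3.53e-08). Over 5 comparisons it called 71 of 215 list tests, and with an estimated correlation 3 of these held: the mitochondrial genome's genes in fed (adjusted p = 0.0494) and fasted muscle (0.0229), and the predicted Nfatc1 targets in fasted muscle, which the study chose on these same libraries. With the estimated correlation the other 3 lists had adjusted p-values of 0.291, 0.291 and 0.944 in fed and 0.731, 0.529 and 0.731 in fasted muscle. The TCA cycle call in fed muscle was also lost without WT fed replicates 1 (0.174) and 4 (0.0583), and without MKO fed replicates 1 (0.274), 2 (0.106) and 5 (0.0587).
In fed muscle no complex I gene was called by limma (0 adjusted over the list alone; 0 higher and 2 lower at an unadjusted p under 0.05), whereas after scaling to the same median 4 were lower (27 adjusted over the list alone). In fasted muscle Ndufb4, Ndufc1, Ndufv3 and Ndufa7 were higher as deposited (1 adjusted over the list alone), but after scaling none of them was called, and 11 other members were lower and 0 higher (23 lower adjusted over the list alone). Of complexes II to V, 2 genes were lower in fed muscle as deposited (2 adjusted over the list alone; 5 and 31 after scaling). In fasted muscle Cox5b, Cox7c, Uqcrfs1, Cyc1 and Uqcrq were lower and Cox6a2 higher (1 lower and 1 higher adjusted over the list alone; 17 lower and 0 higher, or 35 lower over the list alone, after scaling). Cyc1 and Uqcrq were chosen after their values were seen. Of the mitochondrial genome's genes, 0 were called in fed muscle by limma (0 adjusted over the list alone, 3 lower at an unadjusted p under 0.05; 0 and 13 after scaling) and 8 were lower in fasted muscle (9 adjusted over the list alone; 9 and 13 after scaling). Of the TCA cycle, 0 were called in fed muscle by limma (0 adjusted over the list alone, 2 higher and 1 lower at an unadjusted p under 0.05) and Idh3b was lower in fasted muscle (0 adjusted over the list alone; 6 and 14 lower after scaling).
Cox6b1 (ENSMUSG00000036751, chromosome 7, 30616861 to 30626151) fell from 836 ± 27.7 (SD, n = 4) to 663 ± 68.1 TPM (SD, n = 5) in fed muscle (log2 change −0.34, adjusted p = 0.0376, limma, 5 of 5 libraries), and Usmg5, a subunit of the ATP synthase (ENSMUSG00000071528, chromosome 19, 47083464 to 47090647), from 1111 ± 62.0 to 884 ± 68.0 TPM (−0.33, adjusted p = 0.0403, limma, 5 of 5). Both calls were lost without any 1 of WT fed replicates 2 to 4, MKO fed replicates 1, 2, 4 and 5, or MKO fasted replicate 5 (limma adjusted p from 0.0504 to 0.118), and Usmg5 also without WT fed replicate 1 (0.0518). Cox5b (ENSMUSG00000061518, chromosome 1, 36691449 to 36693681) was 75.5 ± 8.08 TPM (SD, n = 4) in fasted WT and 53.7 ± 5.66 (SD, n = 5) in fasted MKO muscle (−0.49, adjusted p = 0.00976, limma, 5 of 5). Its change in fed muscle (−0.38, adjusted p = 0.0727, limma, 4 of 5) passed the test after scaling to the same median (0.03), without MKO fed replicate 3 (0.0305) and without WT fasted replicate 4 (0.0361; range over all settings 0.00916 to 0.159).
In fasted muscle Cox7c (ENSMUSG00000017778, chromosome 13, 86044816 to 86046904) fell by 0.66 (adjusted p = 0.0212, limma, 5 of 5), a call lost without WT fasted replicate 4 (−0.40, 0.106). Uqcrfs1, the Rieske protein (ENSMUSG00000038462, chromosome 13, 30540308 to 30545362), fell by 0.32 (adjusted p = 0.0341, limma, 5 of 5), a call lost without any 1 of WT fasted replicates 2 and 4 and MKO fasted replicates 1 to 4 (0.0507 to 0.113). The genes mt-Nd5 (ENSMUSG00000064367) and mt-Cytb (ENSMUSG00000064370) fell by 0.28 and 0.25 (adjusted p = 0.00502 and 0.00785, limma, 5 of 5 each). These calls were lost with quantile normalization (−0.09 and −0.06, adjusted p = 0.307 and 0.379, limma), with no filter (0.51 and 0.618) and with the fasted groups fitted alone (0.054 and 0.0688, range over all settings 0.00236 to 0.51 and 0.00336 to 0.618). The loss with quantile normalization decides nothing, since that method holds mitochondrial transcripts near the same values. Ndufb4 (ENSMUSG00000022820, chromosome 16, 37647170 to 37654453) was 56.2 ± 3.83 TPM (SD, n = 4) in fasted WT and 70.1 ± 5.08 (SD, n = 5) in fasted MKO muscle (0.32, adjusted p = 0.0079, limma, 5 of 5), which is 0.01 relative to the median gene and −0.003 after scaling (0.993). Cox6a2, the subunit of striated muscle (ENSMUSG00000030785, chromosome 7, 128205435 to 128206387), was higher by 0.46 (adjusted p = 0.00128, limma, 5 of 5) and by 0.14 after scaling (0.507; range over all settings 0.00108 to 0.964). Ndufb8 (ENSMUSG00000025204), a subunit often used as a marker of complex I, did not pass the test (fed −0.16, adjusted p = 0.177, 4 of 5, and fasted −0.13, adjusted p = 0.232, 5 of 5, limma) but did in fasted muscle after scaling (−0.45, 0.0224; range over all settings 0.00745 to 0.419).

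**Figure D3:**
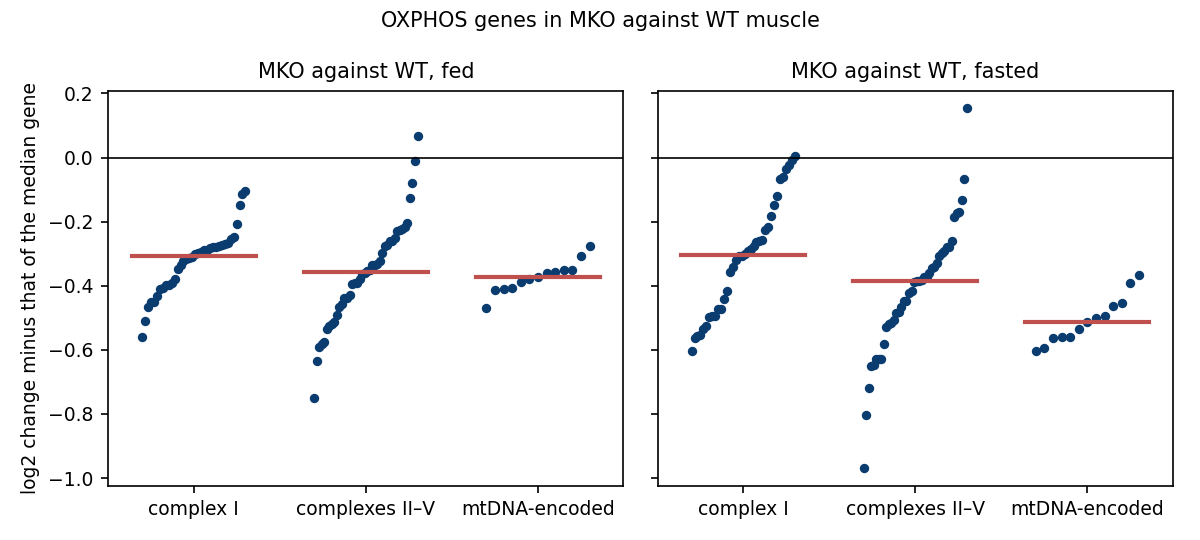
Log2 change of each gene of complex I, complexes II to V and the mitochondrial genome in MKO against WT muscle relative to the median gene, in fed and fasted muscle. Dots are genes and the red line is the median of each list. The lowest median is −0.51 for the mitochondrial genome in fasted muscle (−0.38 without WT fasted replicate 4). After quantile normalization the medians of the mitochondrial genome lie near 0 (−0.01 in fasted muscle), where that method itself holds them.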

A selection of Annotation clusters (the complete lists are attached as Supplemental Dataset 1) revealed that OXPHOS genes are different between WT and MKO across all comparisons (Figure 4A), with an enrichment of genes encoding for OXPHOS complex I primarily in the fasted condition. Notably, fasted MKO muscles exhibited a differential expression of genes related to ubiquitin protein ligase activity (Figure 4A). 

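Among ubiquitin ligases with roles in muscle wasting, several differed between fasted MKO and WT muscle, with Rnf115 lower and Trim55 higher in MKO. Of 27 measured ligases, 7 were higher and 1 lower in MKO as deposited (6 and 1 adjusted over the list alone), whereas after scaling to the same median 1 was higher, Trim55, and 3 were lower, Rnf115, Peli1 and Fbxo40 (1 and 4 adjusted over the list alone). Peli1 was named after its values were seen. Of all 12111 genes tested, 4713 were higher and 64 lower in fasted MKO muscle as deposited, and 320 and 308 after scaling. Higher values as deposited were thus common to genes at large and do not set the ligases apart. As a set the ligases lay at −0.05 relative to the median gene and did not pass camera (adjusted p = 0.30, and 0.891 with its estimated correlation), except with median scaling and no WT fasted replicate 4, a setting chosen after the data were seen (−0.10, 0.0102). Against no change, as fry tests it, the set pointed up without passing (adjusted p = 0.122).
Rnf115, a ligase of membrane receptor sorting (ENSMUSG00000028098, chromosome 3, 96727664 to 96791638), had 55.4 ± 4.41 TPM (SD, n = 4) in WT and 37.3 ± 2.62 (SD, n = 5) in MKO muscle (log2 change −0.57, adjusted p = 0.00029, limma, and −0.89 after scaling, 1.89e-05). Trim55, the sarcomeric ligase MuRF-2 (ENSMUSG00000060913, chromosome 3, 19644474 to 19692421), had 15.0 ± 2.73 TPM (SD, n = 4) in WT and 22.6 ± 1.78 (SD, n = 5) in MKO muscle (0.61, adjusted p = 0.000885, limma). The Trim55 call held after scaling (0.29, adjusted p = 0.0423) but not with TPM recomputed without mitochondrial genes (0.16, 0.218) or with median scaling and no WT fasted replicate 4 (0.26, 0.0802; range over all settings 0.0007 to 0.218), settings chosen after the data were seen. Wwp1 (ENSMUSG00000041058, chromosome 4, 19608303 to 19708993) and Nedd4 (ENSMUSG00000032216, chromosome 9, 72662346 to 72749852), ligases of the HECT family, were higher by 0.46 (adjusted p = 0.00419, limma) and 0.53 (adjusted p = 0.00903, limma). Neither passed after scaling to the same median (0.14, 0.325, range over all settings 0.000604 to 0.958, and 0.21, 0.192, range 0.00414 to 0.547). All 5 MKO libraries lay beyond every WT library for each of the 4 genes.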

Second, the comparison of the physiological fasting response in WT animals to that observed in MKOs resulted in a split of around 27% (1091 out of 4033 genes) of gene expression changes that are dependent on muscle PGC-1β, and 73% (2942 out of 4033 genes) that respond to fasting in the presence or absence of muscle PGC-1β, at least in a qualitative manner (Figure 4B). 

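Fasting for 24 h changed a large part of the measured transcripts in each genotype, and most WT responses recurred in MKO muscle in the same direction. Among genes with a mean of at least 5 TPM and groups that do not overlap, Pdk4 and Acot1 were among the largest increases and Nmrk2 and Cited4 among the largest decreases in both genotypes. Genes whose response was shown to differ between the genotypes were few.
In WT muscle 4353 genes responded (1851 higher, 2502 lower) and in MKO muscle 4099 (2188 higher, 1911 lower). After scaling to the same median the counts were 5386 (2407 higher, 2979 lower) and 5192 (2441 higher, 2751 lower), and with TPM recomputed without mitochondrial genes, a setting chosen after the data were seen, 5213 in MKO muscle (1966 higher, 3247 lower). Both genotypes shared 2884 genes, 66.3% of the WT responses, of which 1488 were higher and 1390 lower in both and 6 opposite, where independent lists would share 334 and 395. The other 1469 (33.8%) were called in WT only. Of these, 1316 (89.6%) had the same sign in MKO muscle, 369 of them at an unadjusted p under 0.05, and 3 were called by the interaction of genotype and fasting (506 at an unadjusted p under 0.05). Their change in MKO was 0.36 of that in WT muscle in the median, against 0.90 for the shared genes, a contrast that choosing the genes by these same tests brings about in part. After scaling to the same median 1566 genes (29.1%) were called in WT only and 3820 in both.
Pdk4, the kinase that shuts off pyruvate dehydrogenase (ENSMUSG00000019577, chromosome 6, 5483351 to 5496309), rose from 59.7 ± 14.9 (SD, n = 4) to 1389 ± 219 TPM (SD, n = 4) in WT (log2 change 4.56, adjusted p = 2.21e-09, limma) and from 72.2 ± 39.8 (SD, n = 5) to 1507 ± 272 TPM (SD, n = 5) in MKO muscle (4.54, adjusted p = 7.76e-10, limma). Acot1, a fatty acyl-CoA thioesterase (ENSMUSG00000072949, chromosome 12, 84009490 to 84018371), rose by 5.11 in WT (adjusted p = 2.21e-09, limma) and by 4.80 in MKO muscle (adjusted p = 1.4e-09, limma). Nmrk2, a kinase of NAD synthesis (ENSMUSG00000004939, chromosome 10, 81198170 to 81202051), fell by 5.90 (adjusted p = 5.56e-09, limma) and by 5.16 (adjusted p = 8.25e-09, limma). Cited4, a transcriptional coregulator (ENSMUSG00000070803, chromosome 4, 120666572 to 120667820), fell by 3.36 (adjusted p = 2.18e-09, limma) and by 2.70 (adjusted p = 4.74e-09, limma). Every fasted library lay beyond every fed library of its genotype for these 4 genes, as the rule that chose them required.
The interaction was past the threshold for 4 genes (1103 at an unadjusted p under 0.05), and in each the decrease seen in fasted WT muscle was smaller in MKO. Alg2, a mannosyltransferase (ENSMUSG00000039740, chromosome 4, 47465067 to 47474333), fell by 1.58 in WT and by 0.59 in MKO muscle (interaction 0.99, adjusted p = 0.0169, limma). Maf, a transcription factor of fast fibers (ENSMUSG00000055435, chromosome 8, 115682942 to 115707794), fell by 1.58 in WT and changed by −0.28 in MKO muscle without passing the test (0.151, and 0.0364 after scaling to the same median, limma, with an interaction of 1.31, adjusted p = 0.0246, limma). Shisa2, a regulator of myoblast fusion (ENSMUSG00000044461, chromosome 14, 59625308 to 59631660), fell by 1.12 in WT and changed by −0.01 in MKO muscle (interaction 1.12, adjusted p = 0.0169, limma). Igfals, which binds IGF-1 complexes (ENSMUSG00000046070, chromosome 17, 24865997 to 24882010) and was named after its values were seen, fell by 1.59 in WT and changed by 0.03 in MKO muscle (−0.02 after scaling to the same median, with an interaction of 1.62, adjusted p = 0.0169, limma). The count was 0 without WT fed replicate 2, 3 or 4 or MKO fasted replicate 5 (limma adjusted p of Alg2, Igfals and Shisa2 from 0.0506 to 0.0719), 10 without WT fasted replicate 3 and 26 without WT fasted replicate 4, and 14 after scaling to the same median. Maf also lost its call without WT fed replicate 1, MKO fed replicate 3, WT fasted replicate 2 and MKO fasted replicates 3 and 4 (limma adjusted p from 0.0517 to 0.0691).

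**Figure D4:**
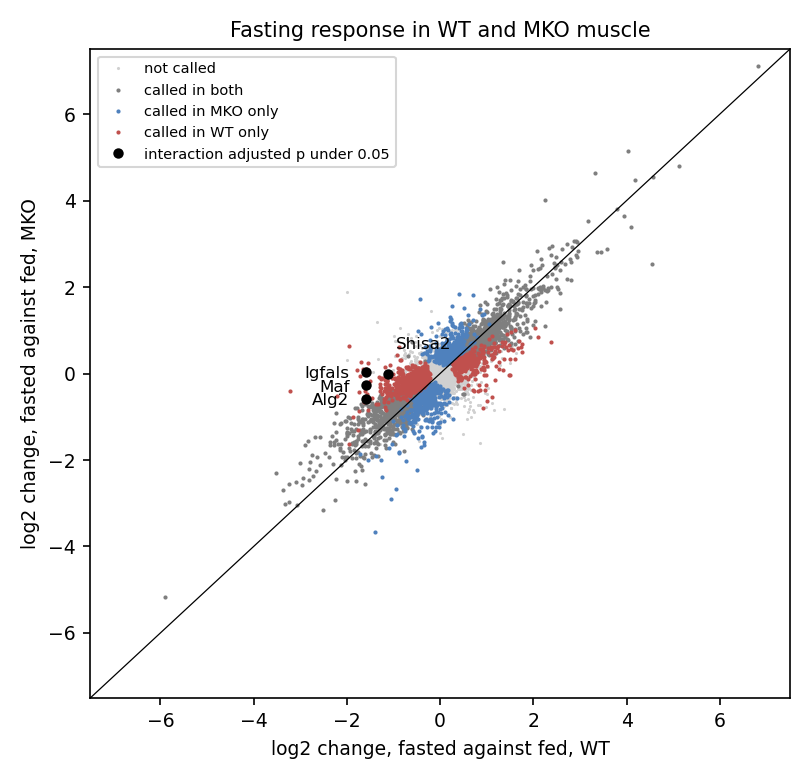
Log2 change with fasting in WT (horizontal) and MKO muscle (vertical) of the tested genes. Light grey dots are genes called in neither genotype. Darker grey dots are genes called in both (2884), red dots WT only (1469) and blue dots MKO only (1215), black dots are the 4 genes called by the interaction, and the line marks equal changes.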

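Genes of protein synthesis and breakdown were called with fasting in each genotype in part, among them translation factors, tRNA synthetases, ribosomal proteins, the proteasome, ubiquitin ligases and autophagy genes. No gene of these classes passed the interaction of genotype and fasting when adjusted over all genes.
Of 80 cytosolic ribosomal proteins, 1 was called in the same direction in both genotypes, 9 in WT only and 4 in MKO only, and of 77 mitochondrial ribosomal proteins 9, 18 and 4. Of 53 translation initiation factors, 16 were called in both, 1 in WT only and 10 in MKO only, and of 20 aminoacyl-tRNA synthetases 8, 0 and 5. For 46 proteasome genes these counts were 21, 1 and 10, for 27 ubiquitin ligases 13, 2 and 1, for 41 deubiquitinases 12, 3 and 2, and for 37 autophagy genes 19, 5 and 4. These tallies were computed after the data were seen, on lists set in advance. Adjusted over the list alone, 3 mitochondrial ribosomal proteins were higher and 24 lower with fasting in WT and 5 and 5 in MKO muscle, and in the same order the initiation factors gave 14 and 3, and 24 and 3, the tRNA synthetases 8 and 0, and 15 and 0, the proteasome 19 and 6, and 29 and 7, the ubiquitin ligases 15 and 1, and 14 and 2, the deubiquitinases 11 and 4, and 12 and 2, and the autophagy genes 20 and 6, and 22 and 1. No member of these lists was called by the interaction of genotype and fasting (limma), while at an unadjusted p under 0.05 there were 20 of the cytosolic and 9 of the mitochondrial ribosomal proteins, 4 initiation factors, 3 proteasome genes, and 2 each of ubiquitin ligases, deubiquitinases and autophagy genes, while adjusted over the list alone there were 1 cytosolic and 2 mitochondrial ribosomal proteins and 1 ubiquitin ligase, and after scaling to the same median 6, 2 and 1. A call in 1 genotype alone is thus not shown to be a difference between the genotypes.
Relative to the median gene, the proteasome rose by 0.35 in WT (adjusted p = 0.0111, camera) and by 0.46 in MKO muscle (4.07e-05), the tRNA synthetases by 0.32 (0.00226) and 0.37 (3.73e-05), the initiation factors by 0.12 (0.015) and 0.22 (7.51e-05), autophagy genes by 0.44 (0.00053) and 0.39 (8.57e-06), ubiquitin ligases by 0.44 (3.06e-05) and 0.29 (4.07e-05), and deubiquitinases by 0.21 (0.0203) and 0.17 (0.0263). None of these set calls held with an estimated correlation (adjusted p from 0.781 to 0.987). The call of the deubiquitinases was lost without WT fasted replicate 1 in WT (0.0635) and without MKO fasted replicate 4 in MKO muscle (0.0532). Mitochondrial ribosomal proteins lay at −0.13 in WT (adjusted p = 0.015, camera; 0.0637 without WT fasted replicate 3 and 0.987 with the estimated correlation) and at −0.01 in MKO muscle (0.889), where the sign turned to 0.036 without MKO fed replicate 3. In the interaction they lay at 0.13 (adjusted p = 4.75e-05, camera, and 0.954 with the estimated correlation), with the fasting change higher in MKO than in WT for 66 of 77 genes.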

Intriguingly, transcripts that are involved in proteostasis, e.g. those related to ribosome, translation, ubiquitin protein catabolism, NFκB and mTOR signaling, or proteolysis, were distributed over all three groups of genes (Figure 4B). These observations imply that different aspects of proteostasis are affected in these conditions. Indeed, the heatmaps depicting genes involved in ribosome and protein synthesis (Figure 4C, left panel), and in protein ubiquitination and proteasome (Figure 4C, right panel) underline a selective gene expression. For example, fasting regulation of a number of ribosomal proteins is strongly reduced in MKO muscle. 

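Cytosolic ribosomal proteins, the building blocks of the translating ribosome, responded weakly to fasting, with decreases that were called in WT and not in MKO muscle for most of the genes that passed the test. In WT muscle 2 of 80 were higher and 8 lower with fasting (1 and 6 adjusted over the list alone), and in MKO muscle 5 were higher and 0 lower (0 and 0 adjusted over the list alone; 15 higher and 0 lower at an unadjusted p under 0.05, limma). After scaling to the same median 19 were called in WT and 9 in MKO muscle. The change was smaller in MKO for 10 of the 10 genes called in WT muscle, a tally that also picks genes by their change in WT.
As a list they moved up in MKO against WT with fasting (interaction 0.15 relative to the median gene, adjusted p = 1.03e-05, camera), a call that did not hold with an estimated correlation (0.954). In 73 of 80 genes the fasting change lay higher in MKO than in WT muscle. Relative to the median gene the list lay at 0.01 in WT (adjusted p = 0.69, camera) and at 0.14 in MKO muscle (0.00631, lost without MKO fed replicate 5 at 0.0561, and 0.959 with the estimated correlation). In fasted muscle the list lay higher in MKO than in WT by 0.15 (adjusted p = 3.21e-07, camera, and 0.836 with the estimated correlation), with 64 genes higher and 0 lower as deposited (71 adjusted over the list alone) and 5 higher and 0 lower after scaling (10 higher and 1 lower adjusted over the list alone).
Rpl35 (ENSMUSG00000062997, chromosome 2, 39001580 to 39005624) fell from 98.1 ± 2.86 (SD, n = 4) to 77.4 ± 9.91 TPM (SD, n = 4) in WT (log2 change −0.35, adjusted p = 0.00454, limma, 4 of 4 libraries) and went from 108 ± 6.26 (SD, n = 5) to 122.5 ± 5.24 TPM (SD, n = 5) in MKO muscle without passing the test (0.19, adjusted p = 0.0778, limma, 5 of 5). The difference between these responses did not pass either (interaction 0.54, adjusted p = 0.149, limma), but it did without WT fasted replicate 1 (0.61, 0.0373), and the MKO change was called without WT fasted replicate 1 (0.0379) or 4 (0.0189). Rps27l (ENSMUSG00000036781, chromosome 9, 66946086 to 66949516) fell by 0.57 in WT (adjusted p = 0.00136, limma, 4 of 4) and changed by −0.03 in MKO muscle (adjusted p = 0.884, limma, 3 of 5; interaction 0.55, 0.322). Rpl39 (ENSMUSG00000079641, chromosome X, 37082520 to 37085402) fell by 0.36 in WT (adjusted p = 0.00371, limma, 4 of 4) and changed by −0.03 in MKO muscle (adjusted p = 0.799, limma, 4 of 5; interaction 0.33, 0.41). The MKO changes of these genes near 0 took the other sign without MKO fed replicate 2 (0.01 for each) and, for Rps27l, without MKO fasted replicate 3 (0.02). Rpl3, the core protein of the peptidyl transferase center (ENSMUSG00000060036, chromosome 15, 80077791 to 80091868), rose by 0.64 in WT (adjusted p = 0.00267, limma, 4 of 4; MKO 0.19, 0.29; interaction −0.45, 0.519). Rpl24 (ENSMUSG00000098274, chromosome 16, 55966275 to 55971435) rose by 1.52 in MKO muscle (adjusted p = 0.00711, limma, 5 of 5; WT 0.51, 0.398, 2 of 4; interaction 1.00, 0.674).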

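Fbxo40 encodes a muscle F-box protein that targets IRS1 for degradation, and its transcript rose with fasting in WT muscle. Usp54, a ubiquitin-specific protease, rose with fasting in MKO muscle, and Usp29 and Usp50, of the same family, were close to undetected in all groups.
Fbxo40 (ENSMUSG00000047746, chromosome 16, 36963460 to 36990467) had 76.5 ± 2.77 TPM (SD, n = 4) in fed WT, 86.7 ± 3.39 (SD, n = 5) in fed MKO, 101.3 ± 20.0 (SD, n = 4) in fasted WT and 101.6 ± 9.06 (SD, n = 5) in fasted MKO muscle. With fasting it rose by 0.38 on the log2 scale in WT (adjusted p = 0.0164, limma, 3 of 4 libraries), a call lost without WT fasted replicate 1 (0.058) or 3 (0.0503). The change in MKO muscle was 0.23 (adjusted p = 0.107, limma, 5 of 5), and it passed without WT fasted replicate 4 (0.00671) and after scaling to the same median (0.0282; range over all settings 0.00671 to 0.305). The responses were not shown to differ (interaction −0.16, adjusted p = 0.832, limma). Fasted MKO and WT muscle did not differ as deposited (0.02, adjusted p = 0.871, limma, 2 of 5), while relative to the median gene Fbxo40 lay at −0.29, and after scaling it was lower in MKO (−0.30, adjusted p = 0.0125; range over all settings 0.000435 to 0.973). The sign of the deposited value also changed without WT fasted replicate 4 (−0.13) and without MKO fasted replicates 1 (−0.006) and 2 (−0.014).
Usp54 (ENSMUSG00000034235, chromosome 14, 20548912 to 20641063) had 0.81 ± 0.13 TPM (SD, n = 4) in fed WT, 0.89 ± 0.09 (SD, n = 5) in fed MKO, 0.98 ± 0.50 (SD, n = 4) in fasted WT and 2.00 ± 0.47 (SD, n = 5) in fasted MKO muscle. It rose with fasting by 1.06 in MKO muscle (adjusted p = 0.00105, limma, 5 of 5) and changed by 0.15 in WT (adjusted p = 0.67, limma, 2 of 4; −0.13 without WT fasted replicate 1), without a difference between the responses that passed the test (interaction 0.91, adjusted p = 0.41, limma). In fasted muscle it was higher in MKO than in WT (1.03, adjusted p = 0.00334, limma, 5 of 5) and narrowly not after scaling to the same median (0.71, adjusted p = 0.0511; range over all settings 0.00027 to 0.105). Usp29 (ENSMUSG00000051527, chromosome 7, 6730578 to 6967219) averaged 0.026 TPM in fasted WT and 0.081 in fasted MKO muscle, and Usp50 (ENSMUSG00000027364, chromosome 2, 126709096 to 126783470) 0.154 and 0.215 TPM, below the filter, and neither was tested. In the authors' deposited table their log2 fold changes with fasting are 0.77 (FDR p-value of 1) and 1.42 (0.407) in WT and 2.21 (0.000831) and 1.76 (0.0167) in MKO muscle.
Of 41 deubiquitinases measured, 20 were higher and 0 lower in fasted MKO than in fasted WT muscle as deposited (20 adjusted over the list alone), whereas after scaling to the same median 1, Usp3, was lower and 0 were higher (the same counts adjusted over the list alone). Usp3 was named after its values were seen. Relative to the median gene the list lay at −0.01 in the median while the set test pointed up without passing (adjusted p = 0.5, camera). With no filter it passed (0.10, adjusted p = 0.0244), and it pointed down without passing after quantile normalization (0.711) and scaling to the same median (0.758; range over all settings 0.0244 to 0.935).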

Second, the control of the F-box protein 40 (Fbxo40) [29] and the ubiquitin-specific proteases 29, 50 and 54 (USP29/50/54) [30,31] in fasted WT and MKO muscles, respectively, indicate a potential shift in protein ubiquitination patterns elicited by PGC-1β towards deubiquitination in the MKOs, potentially linked to reduced atrophy. Together, these transcriptome analyses confirmed that, despite a downregulation of PGC-1β gene expression, the more extensive phenotypic difference between WT and MKOs occurs in the fasting context. It is conceivable that the ablation of muscle PGC-1β in the basal, fed-state, in which the difference between WT and MKO gene expression is larger, predisposes fasted muscles to react differently. It is also possible that gene expression levels might be misleading and not reflect PGC-1β protein content and/or activity. Unfortunately, the quantification of the levels of endogenous muscle PGC-1β by Western blots and mass spectroscopy was not possible, even when attempting immunoprecipitation before detection, and using synthetic peptides for targeted mass spectroscopy. Interestingly, a large overlap between the signaling pathways engaged in fasting and exercise exists, e.g. AMPK or protein kinase A (PKA)/cyclic adenosine monophosphate (cAMP) [32,33]. Thus, as an indirect proxy measure for PGC-1β protein levels, epitope-tagged, overexpressed PGC-1β was quantified after stimulation of muscle cells with pharmacological modulators of these fasting-associated signaling pathways. To assess the transcriptional and translational response, we therefore treated muscle cells with forskolin (a PKA activator), CPT-cAMP (a cAMP analog) and IBMX (a phosphodiesterase inhibitor). As expected, all three treatments promoted a robust induction of endogenous PGC-1α gene expression (Figure 4D). In contrast, transcript levels of endogenous muscle PGC-1β were reduced. These changes mimic the observed regulation of muscle PGC-1α in exercise (Figure 1A) and muscle PGC-1β in fasting (Figure 1C), respectively. In the same experimental paradigm, epitope-tagged, overexpressed PGC-1β was visualized by Western blot, and an increase in protein levels was detected (Figure 4E). Thus, these results imply that transcriptional regulation of PGC-1β could be dissociated from the corresponding protein content in fasted muscle, at least at certain time points, providing an explanation for the large transcriptional and phenotypic differences between WT and MKO mice in this setting.

**Figure 4:**
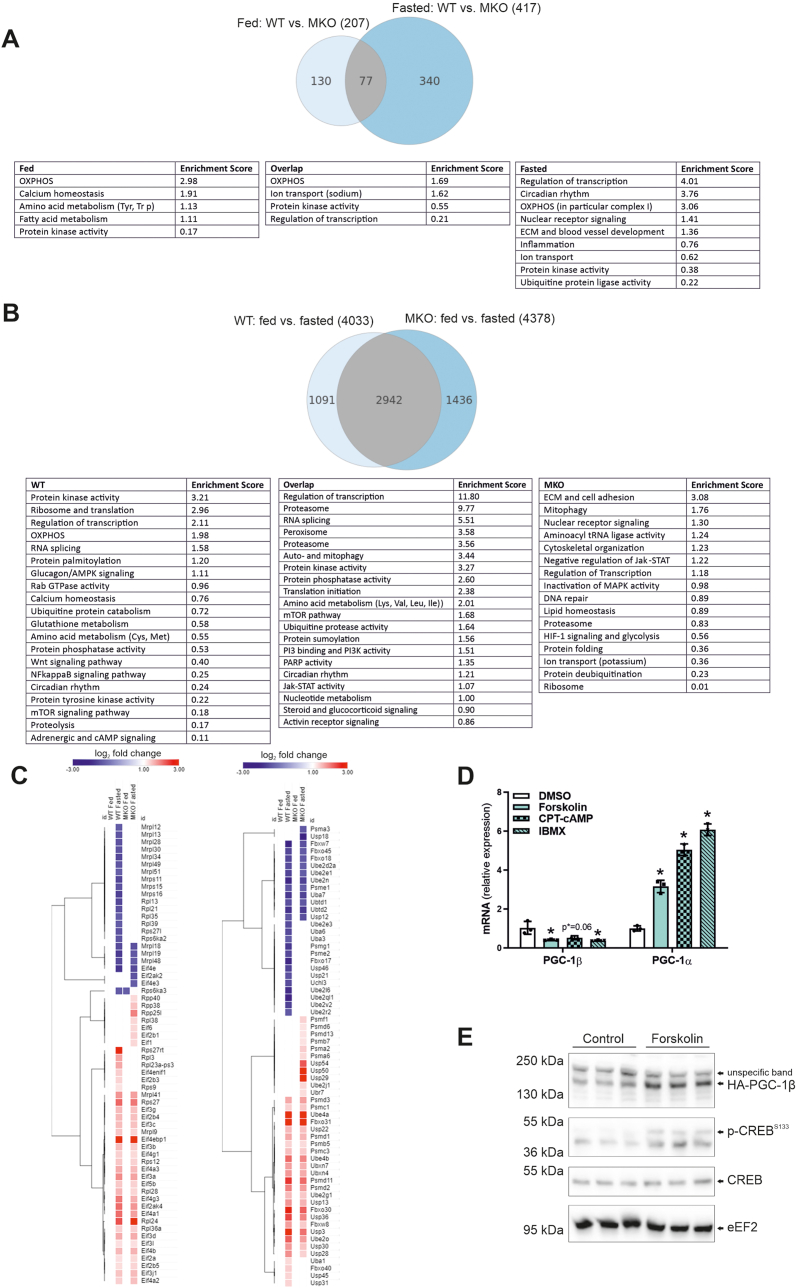
**Transcriptomic patterns in MKO link modulated muscle proteostasis to fiber atrophy**. (A) Gene expression changes in fed and fasted WT and MKO animals. A selection of Annotation Clusters indicates major predicted functional pathways that are altered only in the comparison of fed, in the overlap, and only in the comparison of fasted mice, respectively. (B) Gene expression comparison of the fasting response in WT and MKO mice. A selection of Annotation Clusters indicates major predicted functional pathways of physiological fasting that are dependent on muscle PGC-1β (WT only) and independent of muscle PGC-1β (overlap). The pathways found only in the comparison of MKO mice depict changes that arise de novo due to the absence of muscle PGC-1β in fasting. (C) Heatmaps of the relative expression of genes involved in protein synthesis and ribosome (left panel), and protein ubiquitination and proteasome (right panel). Colors represent the log_2_ fold change in gene expression compared to WT fed animals. (D) Gene expression of endogenous PGC-1β and PGC-1α relative to 18S in primary myotubes of WT mice treated with forskolin, 8-(4-chlorophenylthio)adenosine 3′,5′-cyclic monophosphate (CPT-cAMP) or 3-isobutyl-1-methylxanthine (IBMX) for 6 h (n = 3). (E) Protein levels of overexpressed, epitope-tagged (HA) PGC-1β, endogenous p-CREB^S133^, endogenous CREB and endogenous eEF2 in primary myotubes of WT mice treated with forskolin for 6 h (n = 3). (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

### 3.5 Fasted MKO mice show a reduced induction of myostatin and atrophy marker gene expression

The differential analyses of gene expression between different conditions indicate a selective regulation of genes belonging to Annotation Clusters related to proteostasis in the presence or absence of muscle PGC-1β. Interestingly, in a more detailed interrogation, the top overrepresented GO categories in the comparison between fasted WT and MKOs included, besides “electron transport chain”, also “transforming growth factor (TGF)-β receptor signaling pathway” as one of the most significant terms (Figure 5A, Supp. Table 3). 

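Genes of myostatin, activin and TGF-β signaling differed between fasted MKO and WT muscle in a few members, with the signal transducer Smad3 higher in MKO. As deposited, 6 of 35 measured members were higher and 0 lower in MKO (3 and 0 adjusted over the list alone), whereas after scaling to the same median 1 was higher, Smad3, and 1 lower, Tgfbr3 (the same adjusted over the list alone). Tgfbr3 was named after its values were seen.
Smad3 (ENSMUSG00000032402, chromosome 9, 63646767 to 63757994), which carries the signal of TGF-β and myostatin receptors to the nucleus, had 6.77 ± 1.07 TPM (SD, n = 4) in fasted WT and 12.6 ± 1.57 (SD, n = 5) in fasted MKO muscle (log2 change 0.89, adjusted p = 0.000138, limma, and 0.57 after scaling, 0.0036). Ltbp3, which holds latent TGF-β in the matrix (ENSMUSG00000024940, chromosome 19, 5740904 to 5758532), had 7.80 ± 1.02 (SD, n = 4) and 11.4 ± 1.06 TPM (SD, n = 5, log2 change 0.54, adjusted p = 0.00184, limma). Acvr2a, a receptor of activins and myostatin (ENSMUSG00000052155, chromosome 2, 48814109 to 48903269), had 8.48 ± 1.83 (SD, n = 4) and 11.9 ± 0.98 TPM (SD, n = 5; 0.51, adjusted p = 0.00784, limma). Ltbp3 and Acvr2a did not pass after scaling to the same median (0.22, 0.109, range over all settings 0.000736 to 0.555, and 0.19, 0.262, range 0.00558 to 0.711). All 5 MKO libraries lay above every WT library for each of these genes.
As a list, the 35 members lay below the median gene by −0.18 in fasted MKO against WT muscle and passed the set test narrowly (adjusted p = 0.0432, camera, and 0.836 with its estimated correlation). This call was lost without any 1 of WT fed replicate 2, MKO fed replicates 3 and 5, WT fasted replicates 1 and 3 and MKO fasted replicates 2 and 3 (from 0.0502 to 0.135), and under 7 of 11 other settings, among them scaling to the same median (0.0527; range over all settings 0.00476 to 0.837).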

TGF-β signaling and in particular the associated differentially expressed gene (DEG) myostatin (Mstn) (Supp. Table 3) induce muscle atrophy by activating the ubiquitin proteolytic system [34,35]. Furthermore, Mstn is a well characterized negative regulator of skeletal muscle mass via small worm phenotype/mothers against decapentaplegic (SMAD) signaling [34]. 

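Mstn, the gene of myostatin, a secreted inhibitor of muscle growth, varied more between fasted WT muscles than between the groups. Mstn (ENSMUSG00000026100, chromosome 1, 53061640 to 53068079) had 49.7 ± 7.75 TPM (SD, n = 4) in fed WT, 46.6 ± 9.15 (SD, n = 5) in fed MKO, 49.8 ± 23.8 (SD, n = 4) in fasted WT and 46.6 ± 5.29 (SD, n = 5) in fasted MKO muscle. The fasted WT libraries ranged from 14.9 TPM in replicate 4 to 67.2 TPM.
Fasted MKO and WT muscle did not differ by the test (log2 change 0.11, adjusted p = 0.785, limma, higher than the WT mean in 1 of 5 libraries). The sign was negative after scaling to the same median (−0.21, adjusted p = 0.688) and without WT fasted replicate 4 (−0.40, adjusted p = 0.0538). With both changes together, a setting chosen after the data were seen, Mstn was lower in fasted MKO muscle (−0.61, adjusted p = 0.0224, limma; range over all settings 0.0224 to 0.899). In the authors' deposited table the log2 fold change of this comparison is −0.60 with an FDR p-value of 0.00148.
In fed muscle MKO did not differ from WT (−0.10, adjusted p = 0.799, limma, 4 of 5). Fasting did not change Mstn detectably in WT (−0.19, adjusted p = 0.665, limma, lower in 1 of 4; 0.31 without WT fasted replicate 4, 0.107) or in MKO muscle (0.01, adjusted p = 0.976, limma, 4 of 5). The MKO value took the other sign after scaling to the same median (−0.04) and without MKO fed replicate 3 (−0.08) or 4 (−0.03) or MKO fasted replicate 4 (−0.03). The interaction was 0.21 (adjusted p = 0.929, limma) and −0.30 without WT fasted replicate 4 (0.57).

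**Figure D5:**
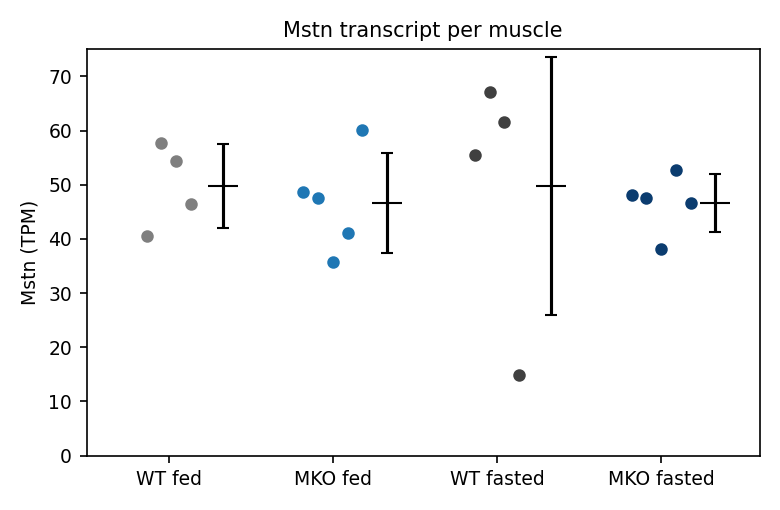
TPM of Mstn in each library, by genotype and feeding state. Dots are libraries and the bar beside them is the mean with its SD, and in fasted WT muscle replicate 4 has 14.9 TPM.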

In our RNAseq data, Mstn was significantly reduced in fasted MKO compared to fasted WT mice suggesting a downregulation of Mstn-associated TGF-β signaling. The RNAseq result was confirmed by qPCR revealing significantly lower Mstn expression in fasted MKO mice, and a fasting-linked induction that was confined to WT animals (Figure 5B). Moreover, the fasting induction of the ubiquitin ligase muscle RING finger 1 (MuRF-1) involved in muscle atrophy [35] was blunted in fasted MKO animals, in contrast to the muscle atrophy F-box (MAFbx) (Figure 5B). Functionally, the reduced expression of MuRF-1 is in line with with lower ubiquitination of proteins in fasted MKO animals, completely abrogating the increase in protein ubiquitination by fasting as observed in WTs (Figure 5C,D). Transcriptional induction of MuRF-1 is controlled by forkhead box O (FoxO) transcription factors [36], which include the three family members FoxO1, FoxO3, and FoxO4 [37]. In atrophic contexts, dephosphorylation of FoxO transcription factors leads to nuclear translocation and transcriptional induction of target genes [38]. The transcriptional regulation of all three FoxO members by fasting was similar between WT and MKO animals (Figure 5E). In contrast, phosphorylation of FoxO3 was elevated in fed and fasted MKOs, even though the increase in total protein in the fasted context was preserved (Figure 5F,G). These data suggest that the mitigated muscle atrophy might be associated with the blocked and blunted fasting induction of Mstn and MuRF-1 gene expression, respectively, as well as abrogated protein ubiquitination.

**Figure 5:**
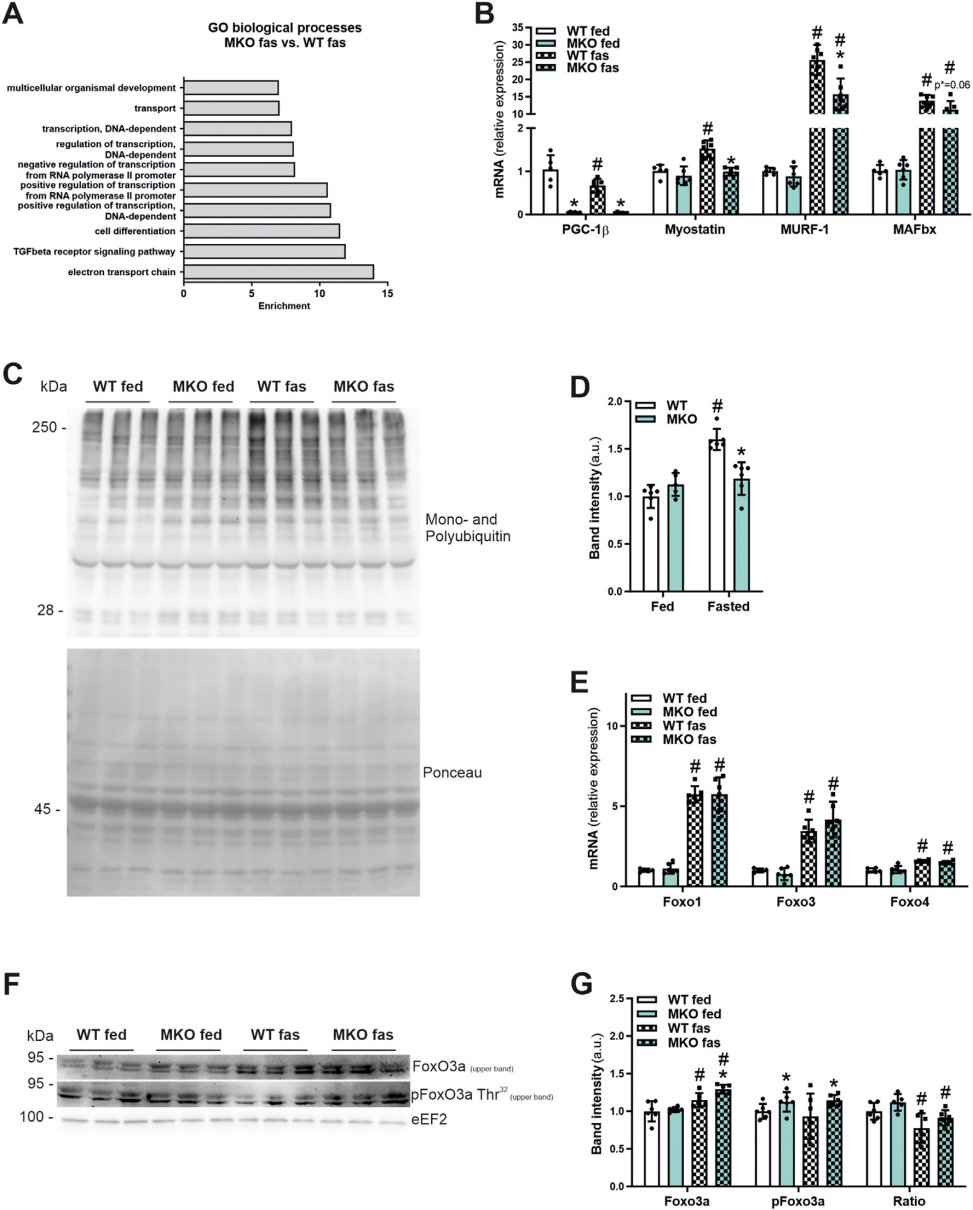
**Fasted MKO mice show reduced induction of myostatin, atrophy marker gene expression and protein ubiquitination**. (A) Gene ontology (GO) analysis of differentially expressed (DE) genes between fasted MKO vs. fasted WT mice. (B) Gene expression of PGC-1β, myostatin (Mstn), muscle RING finger 1 (MuRF-1) and muscle atrophy F-box (MAFbx) relative to 18S in *Gastrocnemius* muscle of *ad-libitum* fed or 24 h fasted mice (n = 5–6). (C and D) Representative immunoblot of ubiquitinylated proteins (C) in *Gastrocnemius* muscle of *ad-libitum* fed or 24 h fasted mice and corresponding quantification (D). Equal loading was verified by Ponceau staining of the membranes. (E) Gene expression of forkhead box O (Foxo) transcription factors 1, 3 and 4 relative to 18S in *Gastrocnemius* muscle of *ad-libitum* fed or 24 h fasted mice. (F and G) Representative immunoblots of total and phosphorylated forkhead box O 3a (Foxo3a) proteins in *Gastrocnemius* muscle of *ad-libitum* fed or 24 h fasted mice and corresponding quantifications (G). As a loading control eukaryotic elongation factor 2 (eEF2) was used. ∗ indicates significant differences between WT and MKO mice; # indicates significant differences between fed and fasted conditions; n = 3–6.

### 3.6 MKO mice show reduced activation of AMPK and PKA upon fasting

To investigate further mechanisms by which muscle PGC-1β controls proteostasis, ubiquitination and fiber atrophy in fasting, we investigated major signaling pathways that are engaged in this context. AMPK is a central cellular energy sensor activated by changes in the intracellular AMP:ATP ratio. AMPK then promotes catabolic pathways in part to generate ATP, while concomitantly reducing anabolic pathways consuming ATP, respectively, e.g. by inhibiting the mammalian target of rapamycin (mTOR) and thereby protein biosynthesis [39]. Inversely to AMP, muscle glycogen directly binds to and inhibits AMPK in fed animals. In contrast to the short-term activation of AMPK in exercise leading to a metabolic remodeling and a training effect, more long-term activation of AMPK in fasting results in a catabolic state, in which protein synthesis is inhibited, and protein breakdown and autophagy are activated [5,39]. In fasting, elevated Mstn signaling further boosts AMPK signaling to regulate glucose and glycogen homeostasis in skeletal muscle [40]. Thus, we evaluated AMPK activity in fed and fasted WT and MKO animals. Correlating with lower Mstn expression, fasting-induced phosphorylation of AMPK as seen in WT was completely blunted in MKOs (Figure 6A,B). Moreover, AMPK activity could be additionally inhibited by higher muscle glycogen in fasted MKO compared to WT mice (Figure 6C). These findings could indicate that in the absence of muscle PGC-1β, fasting fails to adequately activate AMPK and thereby promote catalytic processes.

**Figure 6:**
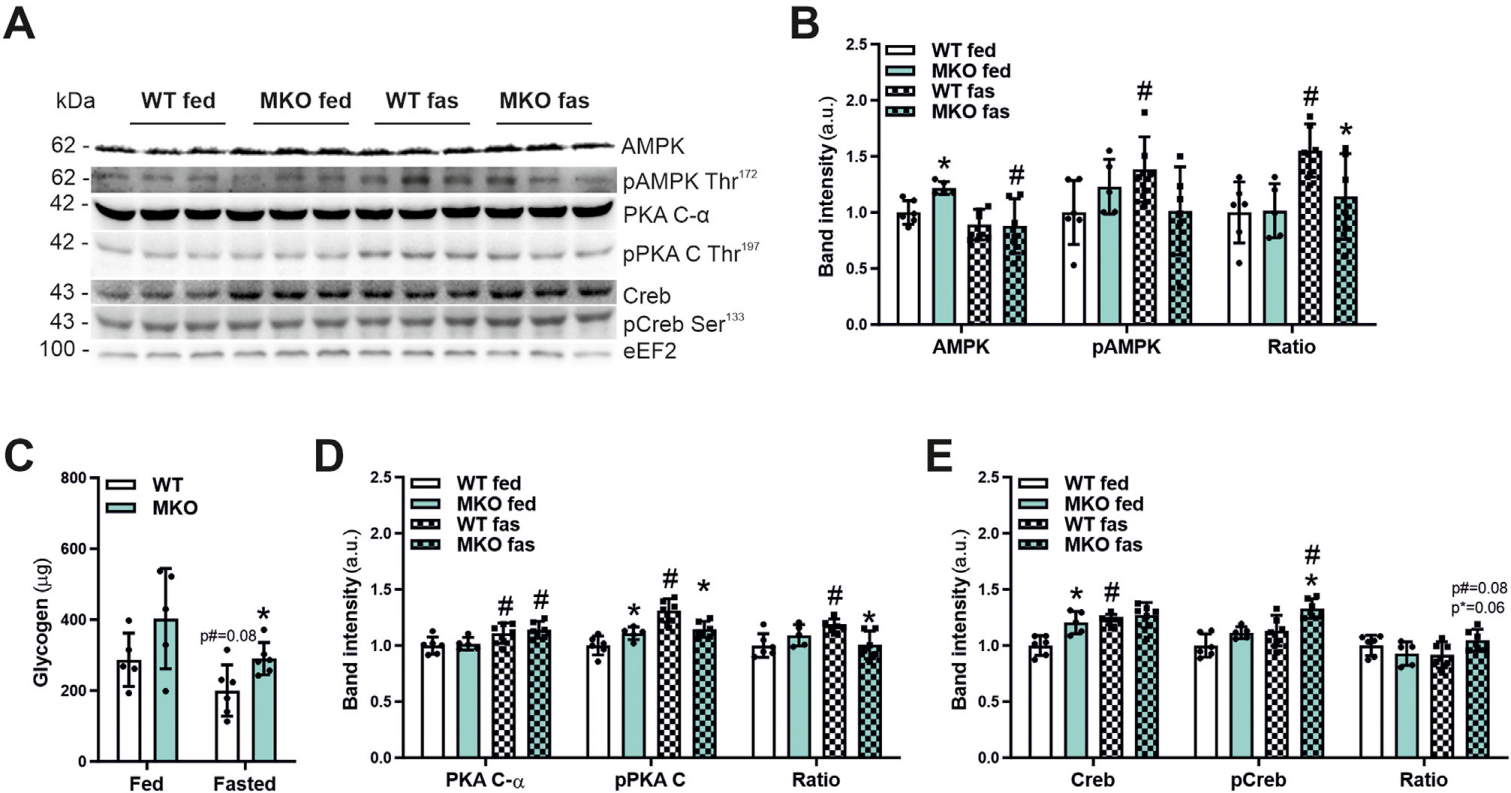
**MKO mice show reduced activation of AMPK and PKA in fasting.** (A, B and D, E) Representative immunoblots of total and phosphorylated AMP-dependent protein kinase (AMPK), cAMP-dependent protein kinase (PKA) and cAMP response element binding protein (Creb) protein levels (A) in *Gastrocnemius* muscle of *ad-libitum* fed or 24 h fasted mice and corresponding quantifications (B, D and E). As a loading control eukaryotic elongation factor 2 (eEF2) was used. (C) Total glycogen content in *Gastrocnemius* muscle of *ad-libitum* fed or 24 h fasted mice. ∗ indicates significant differences between WT and MKO mice; # indicates significant differences between fed and fasted conditions; n = 5–6.

Intramuscular glycogen levels are regulated by various pathways and factors [41]. Catecholamine signaling, through activation of PKA, elicits strong glycogenolytic activity [42]. In light of the elevated fasting muscle glycogen levels in the MKOs (Figure 6C), we therefore interrogated PKA/cAMP signaling. Mirroring the activation pattern of AMPK (Figure 6A,B), PKA phosphorylation was elevated by fasting, but only in WT animals (Figure 6A,D). A cAMP-dependent downstream effector of the PKA signaling pathway, cAMP-response element binding protein (CREB) however exhibited a different pattern absent of fasting-linked changes in the ratio of phosphorylated to total protein, indicating that the phosphorylation of Serine 133 might be also affected by other kinases in this context (Figure 6A and E).

### 3.7 Nfatc1 activity is increased in fasted MKO animals

To infer and predict potential transcription factors that are involved in the differential response of the MKO animals to fasting, we performed integrated motif activity response analysis (ISMARA) [25] on the RNAseq data. The activity of a number of transcription factor binding motifs were either associated with the genotype (presence or absence of muscle PGC-1β), or the feeding state (fasting response in WT or MKO *Gastrocnemius* muscles) (Figure 7A, Supplemental Dataset 2). Two motifs, Irf2_Irf1_Irf8_Irf9_Irf7 (abbreviated as Irf) and Nfatc1 were the only predicted binding sites with an interaction between genotype and feeding state (Figure 7A). Intriguingly, of those two, the fasting regulation of the Irf motif was independent of presence or absence of PGC-1β. However, the activity of the putative binding site for the nuclear factor of activated T-cells, cytoplasmic 1 (Nfatc1) was positively affected by the absence of PGC-1β, and was only reduced in activity in the WT animals upon fasting. In contrast, the MKO fasting response was devoid of a significant change in the Nfatc1 motif, implying that the repression of Nfatc1 in fasting might be dependent on PGC-1β. Nfatc1, a known target protein of the phosphatase calcineurin A [43], thus emerged as the most interesting candidate factor that could influence the fasting response in a PGC-1β-dependent manner. Accordingly, Nfatc1 activity was the top motif with highly elevated predicted activity in fasted MKO compared to fasted WT animals (Figure 7B). Interestingly, PGC-1α belongs to the predicted ISMARA Nfatc1 target genes. Others include protein-O-mannose kinase (Pomk), membrane associated ring-CH-type finger 1 (March1), SH3 domain containing kinase binding protein 1 (Sh3kbp1), methyltransferase like 11B (Mettl11b) and nitric oxide synthase 1 (Nos1). 

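Of the predicted Nfatc1 targets, those measured above the filter were higher in fasted MKO than in fasted WT muscle, and all of them fell with fasting in WT muscle. The study chose these genes from the same libraries, so neither their counts nor the tests of the set are independent evidence. Ppargc1a encodes the coactivator PGC-1α, Pomk a kinase of dystroglycan glycosylation, Sh3kbp1 an adaptor of receptor endocytosis, Mettl11b an N-terminal methyltransferase of muscle and Nos1 the neuronal nitric oxide synthase at the sarcolemma.
In fasted muscle all 5 tested targets were higher in MKO (5 adjusted over the list alone), with every MKO library above every WT library, and 3 (Pomk, Mettl11b and Nos1) after scaling to the same median (5 adjusted over the list alone). As a set they lay 0.67 above the median gene (adjusted p = 0.000255 with camera and 0.037 with its estimated correlation). Against no change, as fry tests it, the adjusted p was 2.12e-07. In fed muscle 2, Sh3kbp1 and Nos1, were higher in MKO (4 adjusted over the list alone), and the set did not pass (0.24, adjusted p = 0.07, camera). With fasting 5 were lower in WT (5 adjusted over the list alone; −0.89 relative to the median gene) and 3 in MKO muscle (3 adjusted over the list alone; −0.56). The interaction was past the threshold for 0 of them in limma (2 adjusted over the list alone, 3 at an unadjusted p under 0.05), and the set test of the interaction did not hold with the estimated correlation (adjusted p = 0.00831 and 0.452, camera).
Ppargc1a (ENSMUSG00000029167, chromosome 5, 51454250 to 51567726) had 4.76 ± 0.54 TPM (SD, n = 4) in fasted WT and 10.9 ± 6.21 (SD, n = 5) in fasted MKO muscle (log2 change 1.05, adjusted p = 0.00329, limma, and 0.73 after scaling, 0.106; range over all settings 0.00229 to 0.158). Pomk (ENSMUSG00000037251, chromosome 8, 25980604 to 25994133) had 1.76 ± 0.54 (SD, n = 4) and 3.46 ± 0.40 TPM (SD, n = 5; 0.98, adjusted p = 0.000342, limma). Mettl11b (ENSMUSG00000040113, chromosome 1, 163702256 to 163725232) had 4.50 ± 0.40 (SD, n = 4) and 8.62 ± 1.14 TPM (SD, n = 5; 0.92, adjusted p = 7.12e-05, limma). Nos1 (ENSMUSG00000029361, chromosome 5, 117781032 to 117958840) had 5.51 ± 1.26 (SD, n = 4) and 11.5 ± 0.63 TPM (SD, n = 5; 1.08, adjusted p = 0.000156, limma). Sh3kbp1 (ENSMUSG00000040990, chromosome X, 159627272 to 159978069) had 1.37 ± 0.20 (SD, n = 4) and 2.52 ± 0.51 TPM (SD, n = 5; 0.83, adjusted p = 0.00164, limma, and 0.50 after scaling, 0.0635; range over all settings 0.00137 to 0.138). March1 (ENSMUSG00000036469, chromosome 8, 65617900 to 66471637), a ligase of immune cell surface proteins, averaged 0.117 TPM in fasted WT and 0.332 in fasted MKO muscle, below the filter, and was not tested.
The fed calls depended on the libraries used. That of Sh3kbp1 (0.78, adjusted p = 0.021, limma, 5 of 5) was lost without WT fed replicates 2 (0.082) and 3 (0.0583) and MKO fed replicates 4 (0.05) and 5 (0.0644), and that of Nos1 (0.54, adjusted p = 0.0423, limma, 5 of 5) without any 1 of the 9 fed libraries and MKO fasted replicates 3 and 5 (0.0511 to 0.114). Fasting changed Ppargc1a by −0.95 in WT (adjusted p = 0.00529, limma, 4 of 4) and by −0.27 in MKO muscle (adjusted p = 0.362, limma, 4 of 5), where the change was called without MKO fasted replicate 5 (0.00588). It lowered Nos1 by −0.84 in WT (adjusted p = 0.000343, limma, 4 of 4), and the change of −0.30 in MKO muscle (adjusted p = 0.1, limma, 5 of 5) was called without WT fasted replicate 4 (0.0299) and after scaling (0.0166; range over all settings 0.00331 to 0.272). Neither response was shown to differ between the genotypes (interaction 0.68, adjusted p = 0.561, and 0.54, adjusted p = 0.449, limma).

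**Figure D6:**
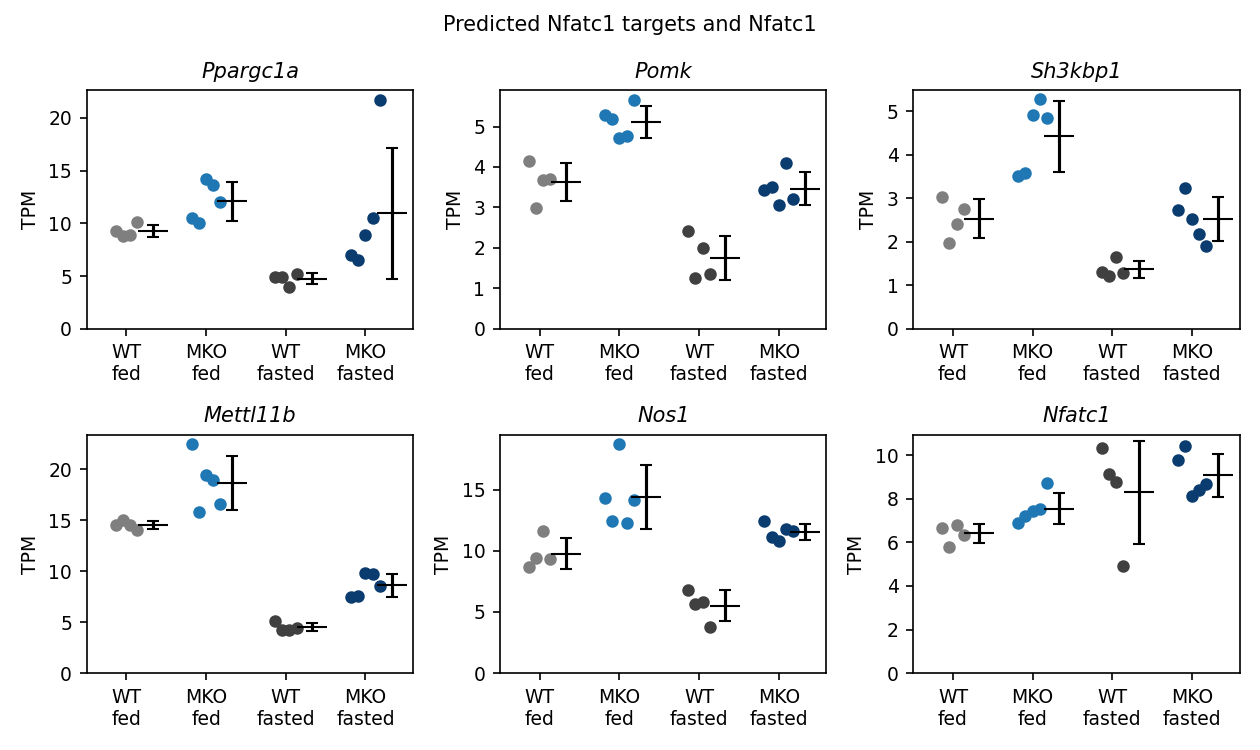
TPM of the predicted Nfatc1 targets in each library, by genotype and feeding state. Dots are libraries and the bar beside them is the mean with its SD, and in fasted muscle the 5 MKO libraries lie above every WT library for Ppargc1a, Pomk, Sh3kbp1, Mettl11b and Nos1.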

When assessing the transcriptional regulation of these Nfatc1 targets in fasted and fed WT and MKO muscles, all of these targets were elevated in fasted MKO animals except for March1, which did not reach statistical significance (Figure 7C). At least in part, the transcription of Nfatc1 targets was inhibited by fasting in WT animals (Figure 7C). Interestingly, Nfatc1 expression was significantly upregulated by fasting independently of the genotype (Figure 7C). These data imply a functional derepression of Nfatc1 in fasting in the absence of PGC-1β, and a potential repressive effect of elevated PGC-1β protein levels on this transcription factor activity in the physiological fasting context in the WT mice. We tested this hypothesis in reporter gene assays with Nfat response elements and indeed observed that cotransfection of PGC-1β reduced Nfatc1 activity (Figure 7D). The PGC-1 proteins have primarily been characterized as coactivators, and, at least in the case of PGC-1α, inhibition of gene expression is mediated in an indirect, secondary manner [44]. Since no transcriptional change in Nfatc1 expression by PGC-1β was found in the RNAseq data, we investigated upstream regulators of this transcription factor. 

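Nfatc1, a transcription factor activated by calcineurin, did not differ between MKO and WT muscle by the test in either feeding state. Nfatc1 (ENSMUSG00000033016, chromosome 18, 80606205 to 80713071) had 6.41 ± 0.45 TPM (SD, n = 4) in fed WT, 7.54 ± 0.69 (SD, n = 5) in fed MKO, 8.29 ± 2.36 (SD, n = 4) in fasted WT and 9.07 ± 0.98 (SD, n = 5) in fasted MKO muscle. The log2 change in MKO was 0.23 in fed (adjusted p = 0.259, limma, 5 of 5 libraries higher) and 0.17 in fasted muscle (adjusted p = 0.37, limma, 4 of 5), and both signs reversed after scaling to the same median (−0.04, adjusted p = 0.913, range over all settings 0.0517 to 0.98, and −0.15, adjusted p = 0.387, range 0.0288 to 0.696). The fasted sign also reversed without WT fasted replicate 4 (−0.06). With that library left out and scaling to the same median, a setting chosen after the data were seen, Nfatc1 was lower in fasted MKO muscle (−0.27, adjusted p = 0.0288, limma).
With fasting Nfatc1 changed by 0.32 in WT (adjusted p = 0.142, limma, 3 of 4) and by 0.26 in MKO muscle (adjusted p = 0.184, limma, 5 of 5). The WT change passed without WT fasted replicate 4 (0.55, adjusted p = 0.000317, limma) and after scaling to the same median (0.0136; range over all settings 9.23e-05 to 0.384), and the MKO change without WT fasted replicate 4 (adjusted p = 0.0197, limma) and not after scaling (0.0622; range over all settings 0.00882 to 0.34). In the authors' deposited table the log2 fold changes with fasting are 0.49 in WT (FDR p-value of 4.3e-05) and 0.25 in MKO muscle (0.0337). The interaction was −0.06 (adjusted p = 0.968, limma). Transcript levels do not show the phosphorylation or the place of the protein in the cell.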

The ratio of phosphorylated to total protein of the Ca^2+^/calmodulin-dependent protein kinases IIα (CaMKIIα) was greatly elevated in fasted MKOs (Figure 7E,F), which could be linked to the increased activity of Nfatc1 (Figure 7A) and phosphorylated CREB (Figure 6A,E) in this context.

**Figure 7:**
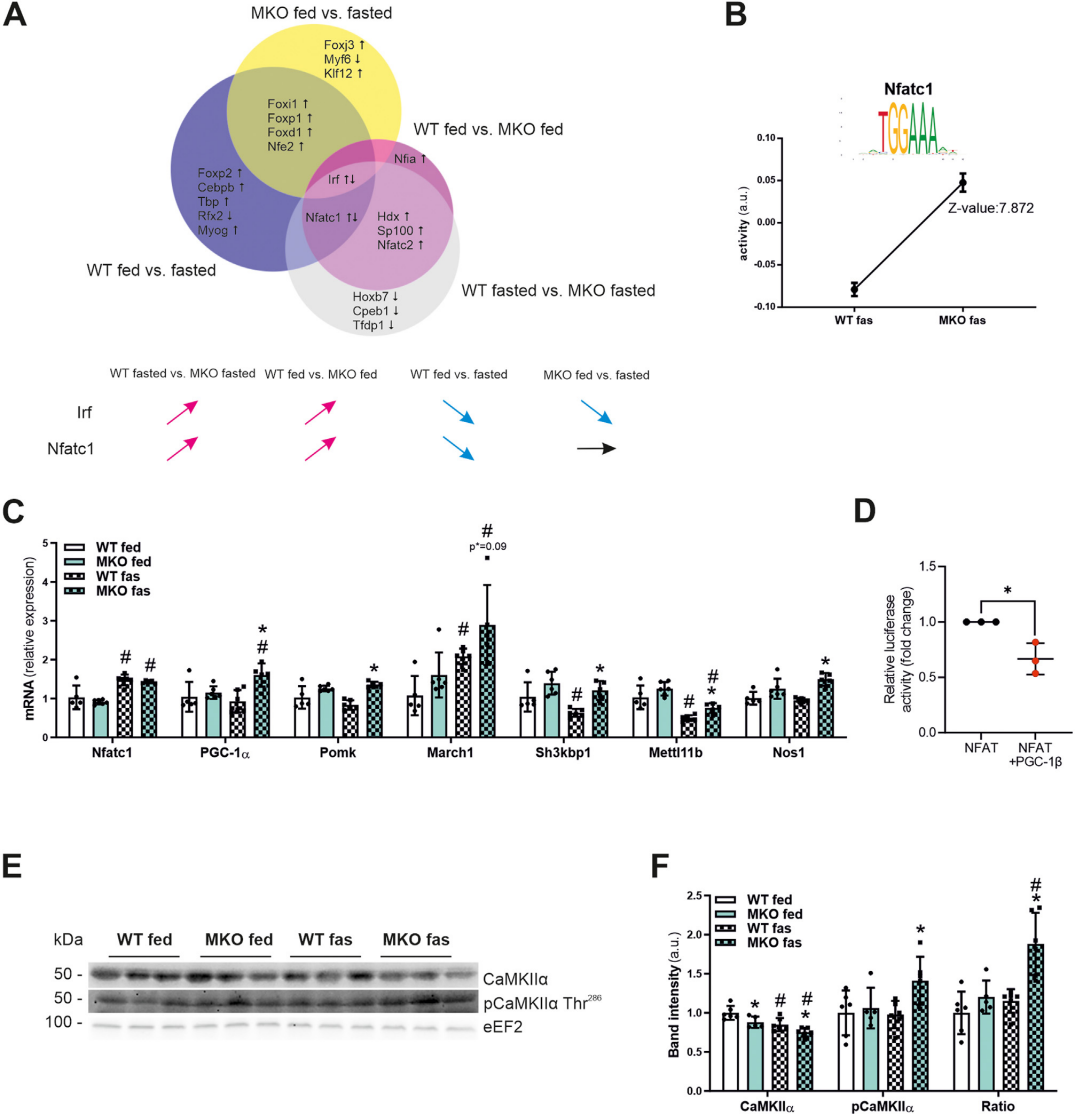
**Nfatc1 activity is increased in fasted MKO animals**. (A) ISMARA predictions of enriched transcription factor binding motifs in the comparison of fed and fasted WT and MKO mice, and the fasting response in WT and MKO animals. (B) Nuclear factor of activated T-cells, cytoplasmic 1 (Nfatc1) is the top ISMARA predicted motif from the gene expression profiles obtained in *Gastrocnemius* muscle of 24 h fasted WT and MKO mice. (C) Gene expression of Nfatc1 and predicted Nfatc1 target genes PGC-1α, protein-O-mannose kinase (Pomk), membrane associated ring-CH-type finger 1 (March1), SH3 domain containing kinase binding protein 1 (Sh3kbp1), methyltransferase like 11B (Mettl11b) and nitric oxide synthase 1 (Nos1) relative to 18S in *Gastrocnemius* muscle of *ad-libitum* fed or 24 h fasted mice. (D) Reporter gene assay using a 3× NFAT-luc plasmid, and co-transfection of NFATC1 alone or together with PGC-1β overexpression plasmids. (E and F) Representative immunoblots of total and phosphorylated Ca^2+^/calmodulin-dependent protein kinase IIα (CaMKIIα) protein levels in *Gastrocnemius* muscle of *ad-libitum* fed or 24 h fasted mice (E) and corresponding quantifications (F). As a loading control eukaryotic elongation factor 2 (eEF2) was used. ∗ indicates significant differences between WT and MKO mice; # indicates significant differences between fed and fasted conditions; n = 3–6.

## 4 Discussion

The PGC-1α and -1β coactivators are crucial regulatory factors in the control of cellular metabolism. A shared function of both proteins pertains to the activation of mitochondrial biogenesis and oxidative metabolism in different organs. PGC-1α exhibits a transcriptional regulation that is closely related to its function in tissue-specific adaptation to internal and external cues that elevate the energetic demand, e.g. cold exposure in brown adipose tissue or contraction in skeletal muscle. In contrast, the corresponding aspects of PGC-1β biology remain enigmatic, and this cofactor is understudied in terms of regulation, posttranslational modifications and biological function. In this manuscript, we report a strong inhibition of muscle PGC-1β by fasting, distinct from the regulation of PGC-1α in this context. Since PGC-1β levels are therefore higher in fed compared to fasted muscle, the observation of a more extensive phenotype in the fasted MKO was surprising. Similar, an at least partial protection of skeletal muscle against fasting-induced atrophy in the absence of PGC-1β was unexpected in light of previous results reporting a high endurance phenotype in the gain-of-function context [15,16], PGC-1β-mediated protection from denervation-induced disuse atrophy [45], stimulation of protein synthesis in muscle cells [46], and reduced antioxidant defense in the loss-of-function setting [18]. Our results thus demonstrate the very specific regulation of PGC-1α and PGC-1β in skeletal muscle, e.g. by exercise, fasting or cAMP signaling, linked to an overlapping yet also quite distinct functional outcome. Second, our data underline the large differences in PGC-1β-linked muscle atrophy mechanisms in different settings, e.g. denervation-induced disuse or fasting. Such a diversity was expected based on the narrow definition of atrogenes, genes that change in expression in different atrophy settings [36]. The common gene signature is primarily limited to the ubiquitin proteasome system, thus implying different upstream and downstream events as well as signaling pathways and molecular effectors to mediate muscle fiber atrophy in different physiological and pathological contexts.

In fasting, absence of a functional PGC-1β transcript mitigates muscle atrophy by a number of potential mechanisms. The modulation of proteostasis could be brought about by an altered expression profile of genes encoding proteins involved both in protein synthesis such a ribosomal proteins, including a cluster of mitochondrial ribosomal proteins, which are essential to balance hypertrophy and atrophy in muscle [47]. Second, the induction of MuRF-1 and Fbx proteins such as Fbxo40, which is also observed in denervation disuse atrophy [29,36], is absent in MKOs. Third, the prominent regulation of deubiquitinases [30,31] might contribute to the shift in overall protein ubiquitination in fasted MKO muscle. Next, knockout of muscle PGC-1β results in higher glycogen levels (that could conceivable contribute to the increased water content in these mice), and a lower activation of AMPK and other energy stress pathways, thereby alleviating pressure for initiation of protein degradation [39]. Then, loss-of-function of muscle PGC-1β mitigates fasting-induced elevation of Mstn, a strong pro-atrophic factor [34]. Moreover, PGC-1β represses the activity of Nfatc1, most likely by reducing the activity of upstream CaMK signaling. Nfatc1 contributes to insulin-like growth factor 1 (IGF-1)-activated hypertrophic signaling [48], and accordingly, elevated transcriptional function of Nfatc1 could help to reduce fiber atrophy in fasting in MKO mice. At least in part, the induction of the Nfatc1 target gene PGC-1α in the fasted MKO muscle also could contribute to atrophy mitigation [49]. Finally, the reduction in OXPHOS gene expression and mitochondrial activity in the MKOs might limit the supply of ATP for ubiquitin proteasomal activity. Of note, potential genotypic differences in coprophagic behavior was not assessed.

These results obtained in the loss-of-function setting collectively imply a strong catabolic role for muscle PGC-1β in fasting, linked to promoting protein degradation and amino acid liberation, fueled by mitochondrial oxidative metabolism of fatty acids and ketone bodies. Such a function however would have to be based on several premises: the transcriptional inhibition of muscle PGC-1β in the fasting context either indicates that the phenotype of the MKO is caused by a preconditioning in the fed state, or that opposite to the transcript levels, PGC-1β protein is stabilized and/or activated. Due to technical limitations to detect endogenous protein, we could only provide indirect proof for the latter scenario. Hopefully, future studies will enable the interrogation of the levels of endogenous muscle PGC-1β in fasting and feeding. Of note, since muscle overexpression of PGC-1β is not linked to muscle atrophy [15,16], posttranslational modifications and other mechanisms that specify the role of this coactivator in fasting might be expected. Overall, it is conceivable that the levels and function of PGC-1β, and thereby proteostasis in fasting, are tightly regulated to ensure an orchestrated balance between amino acid provisioning for gluconeogenesis and other critical functions, reduction of energetically costly muscle mass, vis-à-vis the necessity to safeguard muscle function for hunting and scavenging to bring fasting periods to an end. Therefore, stabilization and activation of the protein could be balanced by negative feedback loops on gene expression in the atrophic context. For example, the transcriptional repression of muscle PGC-1β by fasting is blunted in Foxo1 knockout mice [50].

In summary, our studies of PGC-1β MKOs revealed an unexpected regulation and function of this coactivator in fasting-induced muscle atrophy. Furthermore, these data also highlight the important role of PGC-1β in orchestrating a complex transcriptional network in a highly context-specific manner, affecting a number of different systems, e.g. myostatin, protein ubiquitination, ribosomal gene expression, glycogen depots, mitochondrial oxidative metabolism and several signaling pathways. Thereby, a coordinated response is elicited, confined and balanced by feedback mechanisms such as the transcriptional repression of the PGC-1β gene, at least in certain muscles, fibers and specific fasting time points. Whether the selective effects in muscles and fibers are due to differences in PGC-1β expression, motor unit engagement, muscle activity or other parameters is currently unclear. Nevertheless, these data indicate that this coactivator is important for the balance between preservation of muscle mass, and protein catabolism to liberate amino acids as energy substrates and to fuel hepatic gluconeogenesis, as well as to reduce the energetically costly maintenance of muscle mass. It is unclear whether the same mechanistic underpinnings of PGC-1β function are evolutionarily conserved, since at least some of the stress-related pathways that are engaged in the mouse are not affected by prolonged fasting in humans, at least at the conditions and muscles in which this was assessed [51,52]. Nevertheless, a better understanding of this biological program thus might help to address muscle atrophy contexts with overlapping etiologies and progression, for example cachexia, as well as muscle protective contexts such as hibernation.

## Data access

The transcriptomic RNAseq data have been deposited in GEO (accession number GSE210904). All other data are available from the corresponding author upon reasonable request.

## Author contributions

SS and CH conceived, designed and supervised the study. SS, BHK, JPS, SM, NB, NM and NE performed experiments. SS, BHK, JPS, SM, NM, NE and CH performed data analysis and interpretation. SS and CH wrote the manuscript. All authors reviewed and edited the manuscript, and approved the final version.

## Data Availability

Data will be made available on request.

# Supplementary material for: PGC-1β modulates catabolism and fiber atrophy in the fasting-response of specific skeletal muscle beds
**Source:** Mol Metab. 2022 Nov 16;66:101643. doi: 10.1016/j.molmet.2022.101643
**Supplement:** Multimedia component 1

**Supplemental Material**

**Supplemental Experimental Procedures**

*Single fiber isolation and primary cell culture*

Before isolation of single fibers all dishes were coated with horse serum (HS, 16050122, Thermo Scientific) in order to prevent sticking of the fibers. Single fibers were isolated from *Extensor digitorum longus* (EDL) muscles of 3 weeks old male WT mice by microdissection. Muscles were digested in 0.2% collagenase A (10103586001, Roche) in DMEM Glutamax (31966021, Thermo Scientific) supplemented with 1% Penicillin/Streptomycin (P/S, 15140122, Thermo Scientific) for 1.5 h at 37 °C. Then EDLs were transferred to a new dish without collagenase for another 30 min. Single fibers were isolated by triturating the muscles with fire polished glass pipettes (pre-coated with HS) and distributed on matrigel coated plates (354234, BD Biosience). After incubation for 1 h at 37 °C fresh seeding medium was slowly added (DMEM Glutamax, 10% HS, 1% P/S, 0.5% chicken embryo extract (CEE, C3999, US Biological Life Sciences), 0.004% FGF-Basic Recombinant Human Protein (FGF, PHG0024, Thermo Scientific)).

After two days of incubation the medium was changed to proliferation medium (DMEM Glutamax, 20% FetalClone Serum (FCS, SH30066.03, GE Healthcare Life Sciences), 10% HS, 1% P/S, 1% CEE, 0.005% FGF). Two days after proliferation cells were washed with PBS and trypsinized (25300054, Thermo Scientific) for 5-10 min at 37°C. The reaction was stopped by the addition of HyClone medium (HyClone (SH30262.01, Thermo Scientific), 20% FetalClone Serum (FCS, SH30066.03, GE Healthcare Life Sciences), 10% HS, 1% P/S, 1% CEE, 1% L-glutamine (G7513, Sigma), 0.005% FGF). All cells were put on a non-coated dish for 1 h at 37 °C to let fibroblasts adhere. After incubation, floating primary myoblasts were carefully removed, counted and re-plated on new matrigel coated plates in HyClone medium.

*Fiber Typing and minFeret determination*

Sections were blocked in blocking solution (PBS + 0.4% Triton X-100 (93426, Sigma) + 10% goat serum (G9023, Sigma)) for 30 min. After washing with PBS sections were exposed to primary antibodies for 1 h at room temperature. Primary antibodies used were mouse IgG b2 MHC type1 (BA-F8, DSHB), mouse IgG 1 MHC type 2a (SC-71, DSHB) and laminin (ab11575, Abcam). After washing with PBS slides were incubated with the appropriate secondary antibodies AF647 IgG 2b goat-anti-mouse (A-21242, Life Technologies), AF568 IgG1 goat-anti-mouse (A-21124, Life Technologies) and AF488 IgG goat-anti-rabbit (A-11008, Life Technologies) for 1 h at room temperature. Finally, sections were washed with PBS, dehydrated with ethanol and mounted with ProLong Gold Antifade reagent (P36930, Life Technologies).

Fiji script for minFeret determination:

- run("3D Hysteresis Thresholding", "high=5 low=5");
- run("Analyze Particles...", "size=150-Infinity pixel circularity=0-1 show=Masks");
- run("Invert LUT");
- run("Dilate");
- run("Dilate");
- run("Dilate");
- run("Dilate");
- run("Skeletonize");
- run("Dilate");
- run("Invert LUT");
- run("Analyze Particles...", "size=500-Infinity pixel circularity=0.30-1.00 show=Overlay display exclude clear record add");
- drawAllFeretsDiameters();
- function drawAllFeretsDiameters() {for (i=0; i<nResults; i++) {x = getResult('XStart', i); y = getResult('YStart', i); doWand(x,y); drawFeretsDiameter(); if (i%5==0) showProgress(i/nResults); } run("Select None"); } function drawFeretsDiameter() {requires("1.29n"); run("Line Width...", "line=1"); diameter = 0.0; getSelectionCoordinates(xCoordinates, yCoordinates); n = xCoordinates.length; for (i=0; i<n; i++) {for (j=i; j<n; j++) {dx = xCoordinates[i] - xCoordinates[j]; dy = yCoordinates[i] - yCoordinates[j]; d = sqrt(dx*dx + dy*dy); if (d>diameter) {diameter = d; i1 = i; i2 = j; }}} setForegroundColor(255,0,0); drawLine(xCoordinates[i1], yCoordinates[i1],

xCoordinates[i2],yCoordinates[i2]);}

*mRNAseq library preparation and sequencing*

Polyadenylated mRNA was isolated from around 10 mg of powdered *Gastrocnemius* muscle using the dynabeads mRNA direct kit (61012, Thermo Scientific). Fragmentation of mRNA was carried out by alkaline hydrolysis (50 mM sodium carbonate pH 9.2, 1 mM EDTA) at 95 °C for 5 min. mRNA was cleaned and purified using the RNeasy MinElute Cleanup kit (74204, Qiagen). 3’- and 5’-ends were dephosphorylated by alkaline phosphatase treatment (FastAP, EF0651, Thermo Scientific) to prevent re-ligation of the mRNA fragments. Before mRNA was cleaned and purified as described above, 5’-OH-ends were re-phosphorylated by the usage of a T4 polynucleotide kinase (EK0032, Thermo Scientific) for 1 h at 37 °C. Addition of the 3’-adapter (5‘-(5rApp)-TGGAATTCTCGGGTGCCAAGG-(3SpC3)-3‘, 1 µmol, Integrated DNA Technologies) was carried out using a truncated and mutated T4 RNA ligase (M0351L, BioLabs) overnight at 4 °C. mRNA was cleaned and purified as described above before addition of the 5’-adapter (5’-GUUCAGAGUUCUACAGUCCGACGAUC, 1 µmol, Microsynth) by the action of a T4 RNA ligase (AM2141, Thermo Scientific) overnight at 4 °C. mRNA was cleaned and purified as described above before reverse transcription using a reverse transcription primer (5’-GCCTTGGCACCCGAGAATTCCA, 1 µmol, Microsynth) and SuperScript II reverse transcriptase (18064022, Thermo Scientific). cDNA was amplified and labelled by the addition of a 5’-RNA PCR primer (5’-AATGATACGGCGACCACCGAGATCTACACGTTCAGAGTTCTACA

GTCCGA, 1 µmol, Microsynth) and 3’-indexed RNA PCR primers (TruSeq Small RNA PCR primer sequences from Illumina, 0.2 µmol, Microsynth) using Taq DNA polymerase (D1806, Sigma). Finally, PCR product was purified by the Agencourt AMPure XP system (A63880, Beckman Coulter) and send for sequencing. Single read sequencing was performed with a GFB NextSeq 500 (R2D2) machine (81 cycles, Illumina RTA Version 2.4.6).

*Primary antibodies for Western blot analysis*

MitoProfile (ab110413, Mitosciences, Abcam), mono- and polyubiquitinylated conjugates monoclonal antibody (BML-PW8810, Enzo Life Sciences), FoxO3a (9467, Cell Signaling), p-FoxO3a (9464, Cell Signaling), AMPKα (2532, Cell Signaling), p-AMPKα (2531, Cell Signaling), PKA-Cα (4782, Cell Signaling), p-PKA C (4781, Cell Signaling), Creb (9104, Cell Signaling), p-Creb (9191, Cell Signaling), CaMKIIα (3362, Cell Signaling) and pCaMKIIα (12716, Cell Signaling). As a loading control eEF2 (2332, Cell Signaling) was used.

***Supp. Table 1. Acclimatization protocol for treadmill running at an incline of 5°.***

| Day 1 | 5 min  0 m/min | 5 min  5 m/min | 5 min  8 m/min | 10 min  10 m/min |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| Day 2 | 5 min  0 m/min | 5 min  5 m/min | 5 min  8 m/min | 15 min  10 m/min | 5 min  12 m/min |  |
| Day 3 | 5 min  0 m/min | 5 min  5 m/min | 5 min  8 m/min | 15 min  10 m/min | 5 min  12 m/min | 2 min  14 m/min |
| Day 4 | 5 min  0 m/min | 5 min  5 m/min | 5 min  8 m/min | 15 min  10 m/min | 10 min  12 m/min | 2 min  14 m/min |
| Day 5 | 5 min  0 m/min | 5 min  5 m/min | 5 min  8 m/min | 15 min  10 m/min | 10 min  12 m/min | 5 min  14 m/min |

***Supp. Table 2. qPCR primer sequences***

| **Gene Name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| 18S | AGTCCCTGCCCTTTGTACACA | CGATCCGAGGGCCTCACTA |
| Cox4i1 | TACTTCGGTGTGCCTTCGA | TGACATGGGCCACATCAG |
| Cox5B | CTTCAGGCACCAAGGAAGAC | TTCACAGATGCAGCCCACTA |
| CytC | TGCCCAGTGCCACACTGT | CTGTCTTCCGCCCGAACA |
| FoxO1 | AATCCAGCATGAGCCCTTTG | CGTAACTTGATTTGCTGTCCTGAA |
| FoxO3 | CCGGACAAACGGCTCACT | GGCACACAGCGCACCAT |
| FoxO4 | CCACGAAGCAGTTCAAATGCT | TCAGACTCCGGCCTCATTG |
| MAFbx | CCAAAACTCAGTACTTCCATCAAG | CTATCAGCTCCAACAGCCTTAC |
| March1 | GGCCTACAACCGTGTGATCT | GCATCCTTGATTTCCGTGTT |
| Mettl11b | CCAGACAAGCGTCCTTTCTC | CAACGGGATCTAAAGGCAAA |
| Mstn | GCTGGCCCAGTGGATCTAAA | GCCCCTCTTTTTCCACATTTT |
| MuRF-1 | AGGCAGCCACCCGATGT | TCACACGTGAGACAGTAGATGTTGA |
| Nos1 | CAAGCCAAAGGGTAGCAGAG | ACCTCAGACCCAGCTCAAGA |
| PGC‐1α | TGATGTGAATGACTTGGATACAGACA | GCTCATTGTTGTACTGGTTGGATATG |
| PGC-1β | ATGCTTCCCTCACACCTCAG | GCTTTTGCCTTGTAGGCTTG |
| Pomk | CTCCAGAGGCCAGAAGACAC | CAGTGACCTGCTTGGTTCAA |
| Sh3kbp1 | AGCACAGAAGGAAAGCCAAA | AGCTCACGGACTTGCATCTT |
| TBP | TGCTGTTGGTGATTGTTGGT | CTGGCTTGTGTGGGAAAGAT |

***Supp. Table 3.*** ***Fasted MKO mice show reduced induction of myostatin and atrophy markers gene expression***

Gene ontology (GO) analysis of differentially expressed genes (DEG) between fasted MKO vs. fasted WT mice and associated genes (n=3-5).

**Inventory of Supplemental Data sets**

Supplemental Dataset 1: Annotation clusters of all comparisons

Supplemental Dataset 2: ISMARA analysis

**Supplementary Figures**

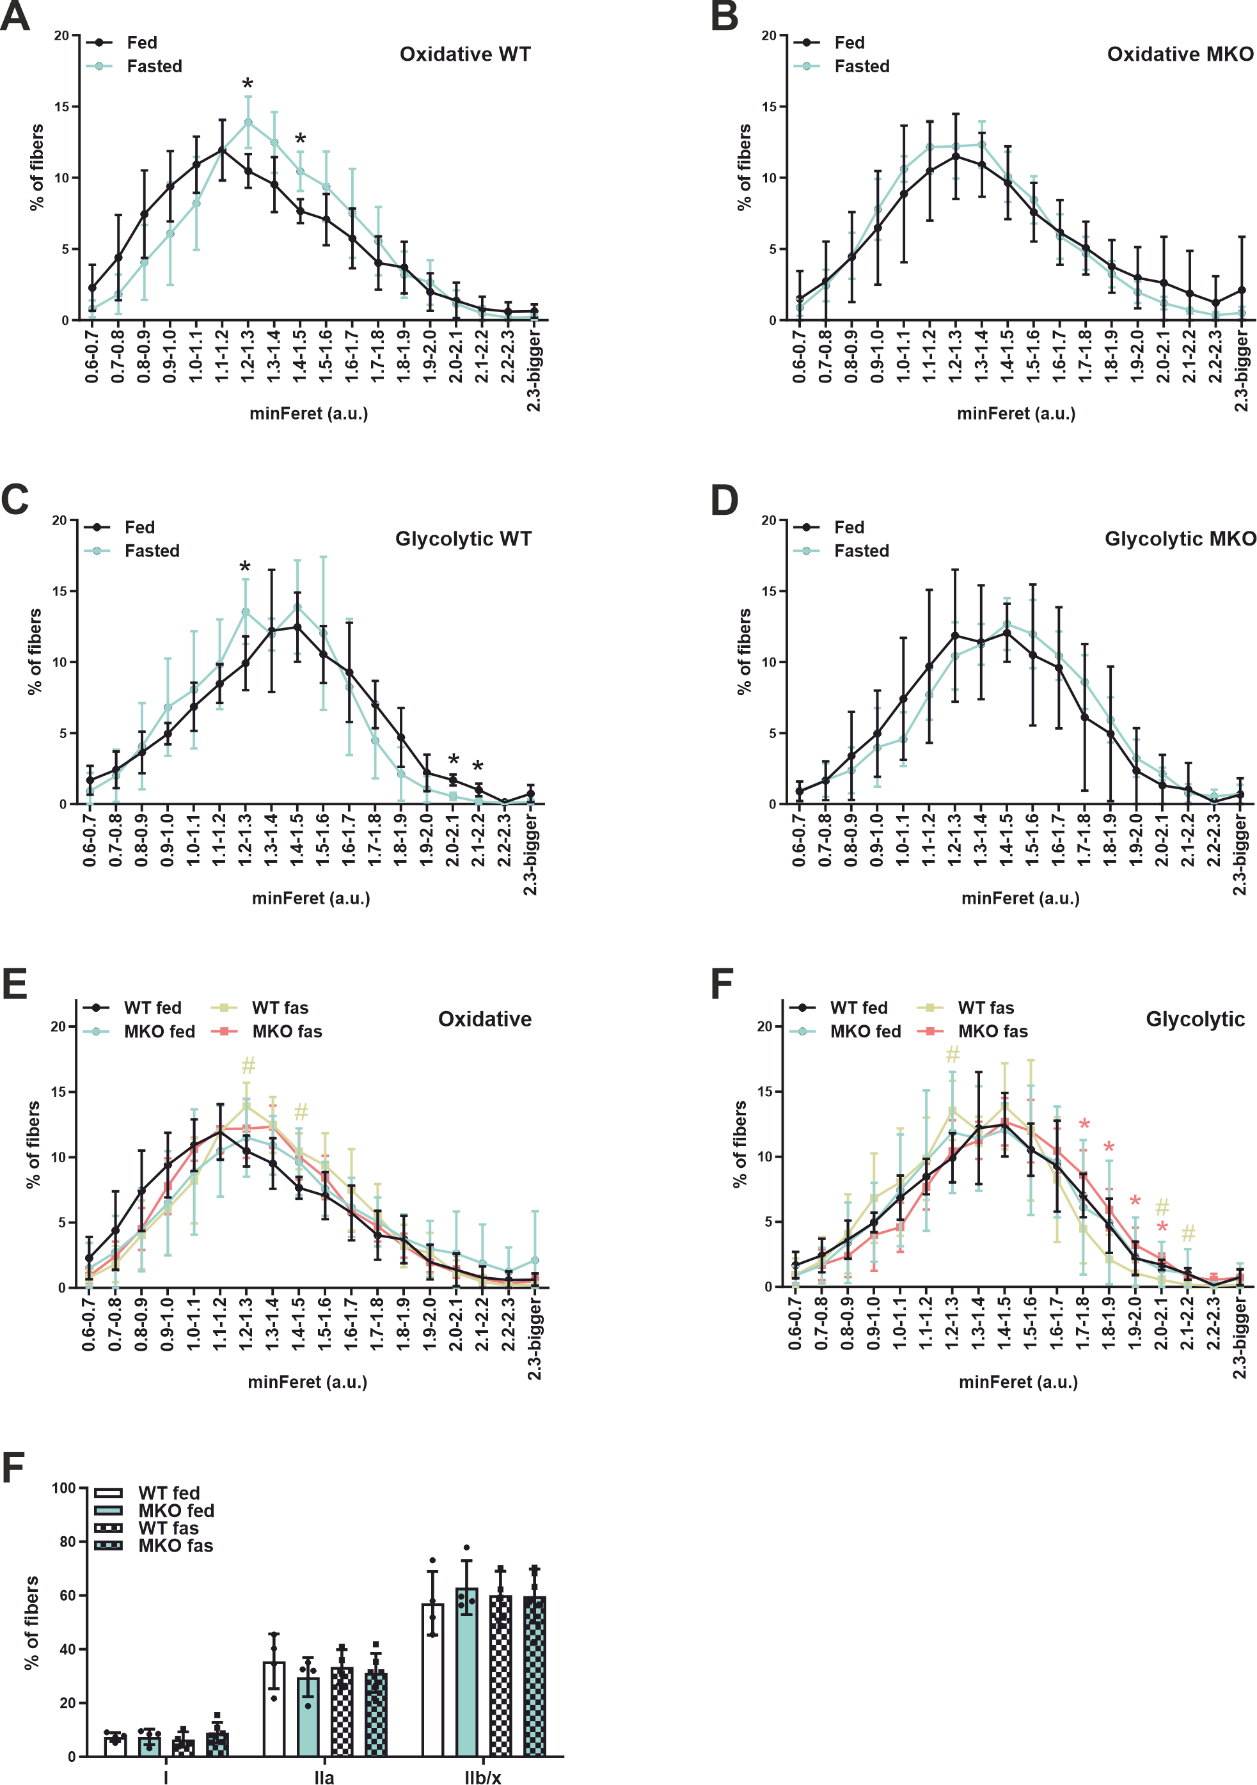

***Supp. Figure S1.*** ***PGC-1β is necessary for the fasting-induced fiber atrophy***

A-F) Minimal fiber ferrets (minFerret) of oxidative (A, B and E) and glycolytic (C, D aund F) *Gastrocnemius* muscle cross-sections of *ad-libitum* fed or 24 h fasted WT (A and C) and MKO (B and D) mice.

E) Quantification of type I, IIa and IIb/x fibers in *Gastrocnemius* muscle cross-sections of *ad-libitum* fed or 24 h fasted mice.

* indicates significant differences between WT and MKO mice; # indicates significant differences between fed and fasted conditions; color indicates comparison group; n=4-6.

How the deposited data were processed for this re-analysis (not part of the article)

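RNA-seq of muscle from fed and 24 h fasted WT and MKO mice was re-analysed (4 fed WT, 5 fed MKO, 4 fasted WT and 5 fasted MKO libraries, 18 in all). MKO mice lack PGC-1β in skeletal muscle through Cre under the human skeletal actin promoter and a floxed allele, from which exons 4 to 6 are removed. The WT mice of the paper carry the floxed allele without Cre. The sample labels name the muscle as quadriceps and the paper as Gastrocnemius, and the labels call the replicates biological. The qPCR, protein, reporter and histology experiments were not analysed here.
The deposited table holds TPM per gene and library, made by the authors with the CLC Genomics Workbench from single reads mapped to GRCm38. It also holds the authors' log2 fold changes and FDR p-values for 4 comparisons, which carry no error and were used only to set beside the values computed here. The version of the workbench, its annotation and settings, and the test and threshold behind the authors' gene numbers are not given in the sources used here. The table has 46983 genes, and 46488 of their identifiers (98.9%) matched the GRCm38 annotation (GENCODE) from which coordinates were taken. TPM give shares of a library and no read counts, so read depth, counting intervals and limits of detection are unknown.
Genes with at least 0.5 TPM in at least 4 of the 18 libraries (12111) were tested as log2(TPM + 0.1) with limma 3.58.1 in R 4.3.3 (linear model of 4 group means, eBayes with trend, two-sided, no further scaling; 14 residual and 5.38 prior degrees of freedom). The contrasts were MKO against WT in fed and in fasted muscle, fasted against fed in WT and in MKO, and their interaction. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The mitochondrial share of the TPM was compared by exact permutation tests. Tested on simulated data, in which known changes were placed among 12111 genes, the fit found 58.2% of 1.5-fold, 86.6% of 2-fold and 98.5% of 4-fold changes between 4 WT and 5 MKO fasted libraries with 3 false calls, and 46.3%, 77.6% and 97.0% between 4 fasted and 4 fed WT libraries with 8 false calls. The simulated genes varied independently, with no shift of whole libraries such as the mitochondrial share brings and no library apart. These numbers of false calls therefore do not carry over to the deposited data.
Of 44 gene lists, 43 had enough measured members for a set test in 5 comparisons, by camera with a preset correlation of 0.01 and again with an estimated correlation, and by fry, adjusted over the lists within a comparison. The text may name genes that the paper's results name, the 10 highest and 10 lowest log2 changes per contrast among called genes with a mean of at least 5 TPM and groups that do not overlap (unnamed gene models left out, and without the overlap condition for the interaction), up to 4 members per list with the smallest adjusted p in the comparison discussed, and genes that decide a check of labels or cell mixtures. Genes outside this rule are said to have been chosen after their values were seen. Some genes within the rule are not reported here.
The alternatives were quantile normalization, scaling of all libraries to the same median of log values, no filter, a filter of 2 TPM, pseudocounts of 1 and 0.01, the replicate number as a block, fits of the groups compared alone, other thresholds, other windows around Ppargc1b, and leaving out each library in turn. Added after the data were seen were TPM recomputed without mitochondrial genes and median scaling without WT fasted replicate 4. Tools for counts, unique reads and RPKM beside counts could not be run on TPM. Motif activities by ISMARA and gene ontology terms by DAVID and GeneCodis were not repeated. All 18 libraries were compared for repeats (153 pairs), and none held the values of another (smallest median difference of 0.116 on the log2 scale).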

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

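All tests on the mitochondrial share, those on WT fasted replicate 4 other than its place between fed and fasted muscle, and those on the satellite-like gene models other than the olfactory receptor genes were chosen after the results were seen.
The fasting responses of Alg2, Igfals, Maf and Shisa2 differed between the genotypes by a test of the interaction, with log2 differences of 0.99, 1.62, 1.31 and 1.12. Alg2 transfers mannose in protein glycosylation, Igfals binds IGF-1 complexes, Maf acts in fast fibers and Shisa2 in myoblast fusion.
The mitochondrial share of the TPM was lower in MKO than in WT muscle, with differences of −5.86 percentage points in fed and −8.95 in fasted muscle, and most genes called between the genotypes were higher in MKO. Without WT fasted replicate 4 the fasted difference was −6.76 points with no overlap, and without the short gene mt-Atp8 the fed difference was −6.47 points, so neither is the whole source. With TPM recomputed without mitochondrial genes, 14.7% of the fasted genotype calls were higher in MKO in place of 98.7%, but this moves all other genes of a library by 1 factor that its share sets, and it decides nothing. Nuclear genes of complexes II to V lay at −0.39 relative to the median gene in fasted MKO muscle (−0.26 without WT fasted replicate 4), consistent with lower expression of mitochondrial genes there. Whether mitochondrial RNA fell or other RNA rose per muscle stays open, because TPM give shares alone.
WT fasted replicate 4 lay apart from the other fasted WT libraries, and 4 of the 12 library values far from the rest of their group came from it. Its place was measured over 672 genes changed at least 2-fold by fasting in MKO muscle that also differed between the fed WT mean and the other fasted WT libraries. It lay 0.751 of the way from the fed WT mean (0) to the mean of the other fasted WT libraries (1). This is just past the bound of 0.75 set for a fasted sample and argues against a mislabelled fed sample. Fed WT libraries lay between −0.04 and 0.03, near 0 by construction since they set that mean. Its 68.7 TPM of Gm10800, which was high in every MKO library, argues against a mislabelled MKO sample, and its Mstn, −1.39 on the log2 scale from the lowest of the others after scaling to the same median, against its larger mitochondrial share alone. Its slow fiber genes lay 2.24 higher than in the other fasted WT libraries in the median (12 of 12 higher) and its fast fiber genes −0.57 (15 of 17 lower), consistent with another mix of fiber types or another part of the muscle. A difference between animals stays open and was not tested.
Satellite-like gene models and the immunoglobulin gene Ighm were higher in MKO than in WT libraries. All 13 gene models that share 31-base words with Gm10800 (itself included), on 3 chromosomes, were higher in fasted and 11 of them in fed MKO muscle, consistent with reads of 1 repeated sequence counted under several models. Igkc reached 0.24% of the Ighm TPM in fed and 0.47% in fasted MKO muscle, which argues against B cells or plasma cells as the source of Ighm. The number of olfactory receptor genes above 0 was 1.07 times as high in fasted MKO as in fasted WT libraries (1.12 times in fed), which had been set in advance as evidence against genomic DNA, but that reading was wrong since these genes lie near 0 (15 to 21.8 of 1097 per group), so genomic DNA stays open. All 10 MKO libraries exceeded every WT library in Gm10800, and all carry Cre and lack intact Ppargc1b, so the transgene and the loss of PGC-1β cannot be told apart in this design.
These models and genes, which the paper does not discuss, had the following log2 changes in MKO against WT in fed and fasted muscle: Gm10800 5.43 and 6.22, Gm10801 5.43 and 6.42, Gm21738 5.63 and 6.40, Gm26870 5.71 and 6.64, Gm10722 3.48 and 3.90, Gm10717 3.42 and 2.32, Gm10719 3.06 and 2.24, Gm10721 2.64 and 2.86, Gm11168 2.72 and 2.39, Ighg2c 4.01 and 4.05, Ighm 1.94 and 2.42, and Actc1 1.91 and 2.03.
Single libraries lay far from the rest of their group in 12 of 152 groups of values, where chance gives about 5%. From WT fasted replicate 4 these were Foxo3 (7.10 TPM), Prkaa2 (50.8 TPM), Irf2 (5.34 TPM) and Nfia (3.37 TPM). The others were the mitochondrial share of WT fed replicate 4 (74.95%), Ppargc1a in MKO fasted replicate 5 (21.7 TPM), Cox4i1 (169.5 TPM) and Mettl11b (5.10 TPM) in WT fasted replicate 1, Foxo3 in WT fed replicate 1 (4.46 TPM), Sp100 in MKO fed replicate 4 (2.88 TPM) and MKO fasted replicate 2 (2.14 TPM), and Nfia in MKO fasted replicate 3 (4.62 TPM).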

How the results depend on the processing

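Settings with TPM recomputed without mitochondrial genes, median scaling without WT fasted replicate 4, and scaling, filter, pseudocount, block and own groups for the chromosome result were chosen after the data were seen. For 176 gene and list results all settings together gave 4945 values, of which 4617 kept direction and side of the threshold, 222 fell short of it, 50 passed it and 56 (from 16 results) reversed, and of the 3168 values without 1 library, 3037 kept both. Fed genotype genes (612) came to 141 with quantile normalization, 133 with median scaling, 208 with no filter, 110 with the replicate block, 4190 with its own groups alone, 230 with a 1.5-fold minimum, 36 at an adjusted p under 0.01, 4444 at an unadjusted p under 0.05, 142 without mitochondrial genes and 266 with median scaling and no WT fasted replicate 4 (47 to 4046 without 1 library). Fasted genotype genes (4777) came to 600, 628, 1965 (own groups), 1165 (1.5-fold), 2070 (0.01), 1257 (unadjusted and 1.5-fold), 1302 (no mitochondrial genes) and 690 (median scaling and no WT fasted replicate 4), and to 2946 to 5904 without 1 library. Their overlap (411) came to 64, 65, 147 (no filter), 89 (block), 962 (own groups), 94 (1.5-fold), 33 (0.01), 2785 (unadjusted), 182 (unadjusted and 1.5-fold), 82 and 92 (42 to 1391 without 1 library). Fasting genes in WT (4353) came to 2512 (1.5-fold), 2825 (0.01) and 2651 (unadjusted and 1.5-fold; 3669 to 5277 without 1 library), and in MKO (4099) to 2021, 2563 and 2157 (3413 to 5158). Genes called in WT only (1469) came to 566 with own groups alone (1151 to 1748). Interaction genes (4) came to 8 (quantile), 14 (median), 0 with no filter, with the block and at 0.01, 1103 (unadjusted), 436 (unadjusted and 1.5-fold), 12 (no mitochondrial genes) and 38 (median scaling and no WT fasted replicate 4; 0 to 26 without 1 library, limma). List calls (71 of 215) came to 3 with an estimated correlation and otherwise lay between 63 and 92 (67 to 79 without 1 library). The share of genotype genes within 10 Mb of Ppargc1b (0.703%, against 0.702% of tested genes) fell below that of tested genes at 0.693% (own groups), at 1.08% against 1.21% (20 Mb) and at 0.696% without WT fasted replicate 4 (to 0.795% without others), and passed the test without mitochondrial genes (1.18%, Fisher's exact p = 0.0368). The other reversed values, in the order quantile, median, no mitochondrial genes, and median without WT fasted replicate 4, were Mstn in fasted muscle −0.22, −0.21, −0.34 and −0.61, Mstn with fasting in MKO −0.13, −0.039, −0.11 and −0.039, Fbxo32 in fasted muscle −0.17, −0.057, −0.19 and −0.30, Fbxo40 in fasted muscle −0.26, −0.30, −0.43 and −0.34, Nfatc1 in fed muscle −0.0096, −0.041, −0.063 and −0.041 and in fasted muscle −0.15, −0.15, −0.28 and −0.27, and Ndufb4 in fasted muscle −0.0020, −0.0030 and −0.14 in the first 3. The set test of deubiquitinases in fasted muscle turned to lower, with medians of −0.0016, −0.0098, −0.00062 and −0.037. With median scaling and no WT fasted replicate 4, Mstn with fasting in WT was 0.20 and its interaction −0.24. With no filter the set test of deubiquitinases passed (0.097, adjusted p = 0.0244, camera), mitochondrial ribosomal proteins with fasting in MKO lay at 0.013 and ubiquitin ligases in fasted muscle at 0.064. Without 1 library, Mstn ranged from −0.40 (without WT fasted replicate 4) to 0.32 in fasted muscle, from −0.41 to 0.31 (without the same) with fasting in WT, from −0.30 (without the same) to 0.42 in the interaction, and from −0.076 to 0.11 with fasting in MKO (negative without MKO fed replicates 3 and 4 and MKO fasted replicate 4). Trim63 in fasted muscle ranged from −0.53 to 0.15 (positive without WT fasted replicates 1 to 3 and MKO fasted replicates 3 and 4), Fbxo32 from −0.086 (without WT fasted replicate 4) to 0.44, Nfatc1 from −0.057 (without the same) to 0.30, and Fbxo40 from −0.13 (without the same, and negative without MKO fasted replicates 1 and 2) to 0.11. With fasting, Usp54 in WT ranged from −0.13 (without WT fasted replicate 1) to 0.34, and in MKO Rps27l from −0.055 to 0.019 (positive without MKO fed replicate 2 and MKO fasted replicate 3), Rpl39 from −0.065 to 0.011 (without MKO fed replicate 2) and mitochondrial ribosomal proteins from −0.036 to 0.036 (without MKO fed replicate 3). The replicate block had no pairing behind it, since 3 of 18 libraries were closest to one of their own number (25 pairs, median correlation −0.0026). The cause of these changes was not tested, except that with fewer libraries or genes the spread and the correction are re-estimated. Count tools, unique reads and RPKM beside counts were not run on TPM, and depth is unknown.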

Differences from the paper's values

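The settings with TPM recomputed without mitochondrial genes and with median scaling and no WT fasted replicate 4 were chosen after the data were seen. The paper gives p < 0.05 for its t-tests, and no threshold for its gene numbers was found in the sources used here. Genes were called at an adjusted p under 0.05.
For genes differing between fed MKO and WT muscle the paper's value is 207, and 612 were called here. Of 12 settings set before the data were examined, 3 came within 1.5 times of the paper's value: quantile normalization (141), no filter (208) and a 1.5-fold minimum (230). The others did not, and of the 18 fits without 1 library (47 to 4046) those without MKO fed replicates 1 (257), 2 (172) and 3 (220) and MKO fasted replicate 5 (279) did. Chosen after seeing the values, TPM without mitochondrial genes gave 142 genes and dropped 111 of the 213 genes called in the authors' deposited table, and median scaling with no WT fasted replicate 4 gave 266 and dropped 64 of the 213.
For fasted muscle the paper's value is 417, and 4777 were called here. Only quantile normalization (600) of the 12 settings set before the data were examined came within 1.5 times, median scaling fell just outside at 628, and none of the fits without 1 library did (2946 to 5904). Neither of the settings chosen after seeing the values came within it (1302 and 690). For genes differing in both feeding states the paper's value is 77, and 411 were called here. Quantile normalization (64), median scaling (65), the replicate block (89) and a 1.5-fold minimum (94) came within 1.5 times and the other 8 of 12 settings set before the data were examined did not. Of 18 fits without 1 library 4 did (range 42 to 1391): those without WT fed replicates 3 (60) and 4 (75) and MKO fed replicates 4 (107) and 5 (53). Chosen after seeing the values, TPM without mitochondrial genes gave 82 and median scaling with no WT fasted replicate 4 gave 92, and they dropped 35 and 22 of the 80 genes called in both states in the authors' deposited table.
The authors' deposited table holds 213 genes in fed (71 higher, 142 lower) and 432 in fasted muscle (185 higher, 247 lower) at an FDR p-value under 0.05. Of these, 86 and 227 were called here in the same direction, and 103 and 285 after scaling to the same median. The log2 values of the table and those computed here correlated across genes at 0.975 and 0.912, where genes are not independent replicates.
The paper states that Mstn is lower in fasted MKO than in fasted WT muscle by RNA-seq and by qPCR. By qPCR it also reports a rise with fasting in WT mice alone (Fig. 5B). The authors' deposited table gives −0.60 for fasted muscle, with an FDR p-value of 0.00148. Here the log2 change was 0.11 without passing the test, although the mean was 49.8 TPM in fasted WT and 46.6 TPM in fasted MKO muscle and 1 of 5 MKO libraries lay above the WT mean. It was negative with quantile normalization (−0.22), median scaling (−0.21), without mitochondrial genes (−0.34) and without WT fasted replicate 4 (−0.40), and it passed only with median scaling and no WT fasted replicate 4 (−0.61, adjusted p = 0.0224 from limma, range over all settings 0.0224 to 0.899), a setting chosen after seeing the values that drops 82 of the 432 genes called in the authors' deposited table for fasted muscle. Of the ubiquitination genes the paper names, Fbxo40 rose with fasting in WT (0.38) and Usp54 in MKO muscle (1.06). In 5 of 5 fasted MKO libraries Fbxo40 also lay above every fed MKO library. The interaction of genotype and fasting called neither gene (limma), so neither response was shown to be confined to 1 genotype. Usp29 and Usp50 lay below the filter and were not tested here, while in the authors' deposited table they rise with fasting in MKO muscle (2.21, FDR p-value 0.000831, and 1.76, 0.0167) and are not called in WT.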

Other observations

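Of the tests given here, those with median scaling and no WT fasted replicate 4 and those with TPM recomputed without mitochondrial genes were chosen after the results were seen.
Fasting moved a shared program in WT and MKO muscle. Of 42 genes of fatty acid use, 33 were higher and 0 lower in WT (33 and 0 adjusted over the list alone) and 28 higher and 1 lower in MKO muscle (33 and 1 adjusted over the list alone), with medians of 0.93 and 0.67 relative to the median gene. Of 18 glucocorticoid targets, 16 were higher and 1 lower in WT and 16 and 0 in MKO muscle (the same adjusted over the list alone), with medians of 1.66 and 1.79. Of 20 genes of cholesterol synthesis, 13 were lower and 1 higher in WT and 12 and 1 in MKO muscle (14 and 1, and 12 and 1, adjusted over the list alone, with medians of −0.49 and −0.43), and of 28 interferon response genes 11 were lower and 2 higher in WT and 14 and 1 in MKO muscle (12 and 2, and 18 and 1, adjusted over the list alone, with medians of −0.38 and −0.50). Of 27 collagen and matrix genes, 7 were lower and 2 higher in WT and 15 lower and 1 higher in MKO muscle (7 and 2, and 18 and 1, adjusted over the list alone, with medians of −0.20 and −0.53). With camera the first 4 lists passed in both genotypes (adjusted p from 1.92e-17 to 0.0085) and collagen in MKO alone (8.78e-06, and 0.325 in WT), and none held with an estimated correlation (0.229 to 0.936). The collagen list differed between the genotypes in its set test of the interaction (−0.26 relative to the median gene, adjusted p = 4.05e-07, camera) but not with the estimated correlation (0.954), and 0 of its genes were called by the interaction (limma; 0 higher and 2 lower adjusted over the list alone, 8 at an unadjusted p under 0.05). Markers of tendon, Schwann and smooth muscle cells moved down with it in the set test of the interaction (−1.12, −0.67 and −0.46 relative to the median gene, adjusted p = 4.75e-05, 0.00166 and 0.0025, camera, and 0.954 each with the estimated correlation), and fibroblast markers did not pass (−0.16, 0.092). The interaction was past the threshold for 0 of these markers (limma; 1, 0 and 0 lower adjusted over the list alone, and 1, 3 and 2 at an unadjusted p under 0.05, in the same order). Whether the mix of cells differed was not tested otherwise.
Acot2, a mitochondrial acyl-CoA thioesterase, rose by 4.18 in WT and 4.47 in MKO muscle (adjusted p = 8.45e-10 and 9.1e-11, limma), and the metallothionein Mt1 by 2.48 and 2.69 (4.29e-09 and 7.76e-10). The interferon-induced GTPase Iigp1 changed by −2.82 and −1.56 (adjusted p = 1.13e-07 and 3.58e-05, limma), and the matrix genes Col15a1 by −1.50 and −1.28 (9.21e-08 and 1.4e-07) and Col6a3 by −1.31 and −1.23 (1.87e-05 and 1.07e-05). In each, every fasted library lay beyond every fed library of its genotype.
For genes that the paper measured by qPCR or as proteins, RNA-seq gave these values. Whether both used the same animals is not given in the sources used here. Trim63, the ubiquitin ligase MuRF-1, rose with fasting by 3.79 in WT (adjusted p = 9.54e-08, limma) and 3.81 in MKO muscle (1.82e-08), and did not differ between fasted MKO and WT muscle (−0.05, adjusted p = 0.899, limma, lower in 4 of 5 libraries), while the authors' deposited table gives −0.67 with an FDR p-value of 0.0245. It was lower in fasted MKO muscle with median scaling and no WT fasted replicate 4 (−0.74, adjusted p = 0.0444 from limma; range over all settings 0.0444 to 0.993). Fbxo32, MAFbx, rose by 2.82 and 2.94 (adjusted p = 1.08e-07 and 1.29e-08, limma). Foxo1 rose by 1.93 and 2.25 (adjusted p = 3.53e-05 and 1.77e-06, limma) and Foxo3 by 1.67 and 1.63 (2.38e-06 and 8.21e-07). Foxo4 rose by 0.34 in MKO muscle (adjusted p = 0.0304, limma, 5 of 5), a call lost without any 1 of MKO fed replicates 3 to 5 and MKO fasted replicates 1, 2 and 5 (0.0515 to 0.0881), and changed by 0.16 in WT (0.357; called without WT fasted replicate 4 at 0.0354). None of the Foxo responses was shown to differ between the genotypes (interaction adjusted p = 0.86, 0.984 and 0.827, limma). Cox4i1 and Cycs, of cytochrome c oxidase and cytochrome c, did not pass the test as deposited in fasted MKO muscle (−0.32, adjusted p = 0.0681, and −0.20, adjusted p = 0.138, limma, 5 of 5 each) and were lower after scaling to the same median (−0.64, 0.00952, range over all settings 0.00383 to 0.228, and −0.52, 0.0291, range 0.0105 to 0.311). Cox4i1 was also called without MKO fed replicate 3 (0.0363). In fed muscle, where the paper measured them, neither passed as deposited (−0.14, adjusted p = 0.412, and −0.21, adjusted p = 0.169, limma, lower in 4 of 5 each) or after scaling (−0.41, 0.162, range over all settings 0.0958 to 0.733, and −0.48, 0.106, range 0.021 to 0.353), and Cycs passed with median scaling and no WT fasted replicate 4 (0.021).
Of 4978 genes called between the genotypes in either feeding state, 35 (0.703%) lay within 10 Mb of Ppargc1b on chromosome 18, against 0.702% of the tested genes (two-sided Fisher's exact test, p = 1). With TPM recomputed without mitochondrial genes the share was 1.18% and passed the test (Fisher's exact p = 0.0368). The WT mice carry the floxed allele as well, without Cre. The test therefore cannot tell of DNA that flanks the allele, and neither p-value speaks for or against it.
Other splits of the same libraries were counted with the real one included. As many genes as in the real comparison were called in 1 of 100 splits for fed genotype (612, highest other 9), in 1 of 100 for fasted genotype (4777, highest other 2686), in 1 of 35 for WT fasting (4353, highest other 1972) and in 1 of 100 for MKO fasting (4099, highest other 1). Only the real split reached its count in each of these. That share is under the 0.05 set in advance, and it is the smallest that the splits used allow. The same holds after scaling to the same median for fed genotype (133, highest other 41) and fasted genotype (628, highest other 25), each in 1 of 100 splits. The count was also reached in 1 of 100 splits for the interaction (4, highest other 1), for the overlap (411, highest other 0) and for the overlap after scaling (65, highest other 0). For the interaction after scaling, 3 of 100 splits gave as many as 14 genes. The highest of the others gave 591, a count so far above the real one that it points to a structure of the libraries, which was not tested. The splits for interaction and overlap regroup MKO and WT libraries in both feeding states. They test for a genotype effect of any kind, and cannot decide on an interaction or on sharing beyond it. For genes called in WT only, 3 of 100 gave as many as 1469, and the highest of the others gave 3439. Those splits regroup fed and fasted libraries in both genotypes, so they test for a fasting effect of any kind and not for responses of WT muscle alone. For the list calls, 61 of 100 splits gave as many as 71, with 119 as the highest, so chance cannot be excluded for their number.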
